# Myelin regulatory factor (MYRF) is a critical early regulator of retinal pigment epithelial development

**DOI:** 10.1371/journal.pgen.1011670

**Published:** 2025-04-15

**Authors:** Michelle L. Brinkmeier, Su Qing Wang, Hannah A. Pittman, Leonard Y. Cheung, Lev Prasov

## Abstract

Myelin regulatory factor (Myrf) is a critical transcription factor in early retinal and retinal pigment epithelial development, and human variants in *MYRF* are a cause for nanophthalmos. Single cell RNA sequencing (scRNAseq) was performed on *Myrf* conditional knockout mice (*Rx > Cre Myrf*^*fl/fl*^) at 3 developmental timepoints. *Myrf* was expressed specifically in the RPE, and expression was abrogated in *Rx > Cre Myrf*^*fl/fl*^ eyes. scRNAseq analysis revealed a loss of RPE cells at all timepoints resulting from cell death. GO-term analysis in the RPE revealed downregulation of melanogenesis and anatomic structure morphogenesis pathways, which were supported by electron microscopy and histologic analysis. Novel structural target genes including *Ermn* and *Upk3b*, along with macular degeneration and inherited retinal disease genes were identified as downregulated, and a strong upregulation of TGFß/BMP signaling and effectors was observed. Regulon analysis placed *Myrf* downstream or parallel to *Pax6* and *Mitf* and upstream of *Sox10* in RPE differentiation. Together, these results suggest a strong role for MYRF in the RPE maturation by regulating melanogenesis, cell survival, and cell structure, in part acting through suppression of TGFß signaling and activation of *Sox10*.

## Author summary

*MYRF* is a gene that regulates the development and function of the retinal pigmented epithelium (RPE), which play an important role in maintaining photoreceptor structure and function. Genetic variants in patients have been implicated in eye size disorders, particularly causing a small, but structurally normal eye. We have utilized a molecular technique, single cell RNA sequencing, to investigate how loss of *Myrf* specifically in the RPE in a mouse model impacts downstream gene expression at three developmental timepoints and used this information to define the role of *Myrf* in development. Our work identified key cytoskeletal structural genes specific to the RPE, *Ermn* and *Upk3b*, and a gene important for the cell survival, *Sox10*, as critical targets of *Myrf.* In addition, we have identified and confirmed that the TGFbeta signaling pathway is dysregulated when *Myrf* is lost during development. This pathway is particularly relevant in RPE health and eye growth. Our electron microscopy and histologic analyses also confirm a defect in RPE structure and function. We place *MYRF* within a hierarchy of genes involved in RPE development and introduce novel candidate genes for further study as retinal degeneration and nanophthalmos candidate genes.

## Introduction

The retinal pigmented epithelium, RPE, is a single layer of polarized epithelium that develops between the neural retina and the choroidal vasculature and sclera [1]. The RPE provides support critical for maintenance of the outer segments of the photoreceptors and regulates transport of nutrients and waste between the choroidal vasculature and the neural retina. The RPE is formed from the dorsal outer layer of the optic vesicle, which is derived from the anterior neural plate under the direction of eye field transcription factors including *Lhx2, Nr2e1, Otx2, Rax, Six3, Six6, Tbx3,* and *Pax6* [2,3]. *Pax6* together with *Pax2* and *Otx2* regulate the expression of the earliest marker of the pigmented RPE, *Mitf.* In turn, *Mitf* is a master regulator of RPE development. Loss of *Mitf* leads to transdifferentiation of RPE to neural retina and ectopic expression of *Mitf* activates genes involved in melanogenesis [4,5].

Many signaling pathways are important in the differentiation, maintenance, and function of the RPE (reviewed in [3,6,7]). TGFß, BMP, and WNT ligands in the periocular mesenchyme and surface ectoderm surrounding the lens drive the RPE fate [8]. Inactivation of WNT signaling in the early forming RPE inhibits the differentiation of RPE, likely through ß*-catenin* activation of *Otx2* and *Mitf* [9,10]*. Bmp7* is expressed throughout the RPE and loss of *Bmp7* in a mouse model leads to failure of eye development [11]. *Bmp4* is expressed in the dorsal region of the developing eye and loss of *Bmp4* leads to transdifferentiation of neural retina to RPE [12]. In addition, *Bmp2* in the RPE has been shown to be a negative regulator of eye growth in chick studies [13,14]. In mice, postnatal eye growth is regulated by repression of *Lrp2* and *Bmp2* by *Srebp2* [15]. The Hippo pathway also regulates RPE development and specification. Loss of YAP in early optic cup stages of eye development results in a transdifferentiation of RPE to retina [16]. Conditional deletion of YAP with the *Rx > cre* results in hypopigmentation of the RPE, a folding and thinning of the retinal layer, transdifferentiation of the RPE into retina, and altered expression of key RPE transcription factors. YAP is also crucial in maintaining the polarity of the RPE which impacts the survival of the retinal progenitor cells [16].

Maintenance of structural integrity and cellular polarity in RPE is critical to its function and the survival of overlying photoreceptors (reviewed in [17] and [18]). Adherens and tight junctions formed between the epithelial cells create a barrier between the vasculature of the choroid and the retinal cells while allowing for the transport of metabolites, nutrients, and the phagocytosis and disposal of photoreceptor outer segments. In addition, the basement membrane of the RPE cells sits on Bruch’s membrane which provides support to the RPE cells and strengthens the choroid/retinal barrier. Epithelial to mesenchymal transition (EMT) of the RPE cells occurs in many ocular disease states including proliferative vitreoretinopathy (PVR) and age-related macular degeneration (AMD). TGFß signaling, specifically through TGFB2, has been identified as a driving mechanism of EMT leading to compromised RPE structure and disease progression [19].

*Myelin regulatory factor* (*MYRF*) is a membrane-associated transcription factor critical for development and maintenance of myelination. Pathogenic *MYRF* variants have been identified in families with autosomal dominantly inherited isolated nanophthalmos, a condition characterized by a small, structurally normal eye, as well as a feature of ocular cardiac urogenital syndrome [20–27]. We previously showed that biallelic loss of *Myrf* in the developing eye results in dysfunction of the retinal pigmented epithelium and subsequent retinal degeneration [28,29]. However, the precise site of action and function of *Myrf* in eye development has been debated [29,30]. To elucidate the role of *Myrf* in eye development and place it in the hierarchy of RPE differentiation, we performed single cell RNAseq (scRNAseq) on early eye field conditional knockout *Myrf* mouse model, *Rx > cre Myrf*^*fl/fl*^*,* at multiple developmental time points. Our findings place *Myrf* within the hierarchy of transcription factors known to regulate RPE development and help define the molecular mechanisms and signaling pathways driving RPE dysfunction in the absence of *Myrf*.

## Results

### MYRF is specifically expressed in the retinal pigment epithelium

While dominant mutations in MYRF have been definitively shown to cause nanophthalmos in humans, the specific cellular drivers of phenotype remain a subject of debate. There is speculation that the ciliary margin/ciliary zonules [30], RPE [28], and retina [31] may all be implicated. To better define specific cell-type of action for MYRF, we systemically evaluated the expression pattern of *Myrf* in mouse using RNAscope *in situ* hybridization. We found that *Myrf* mRNA is predominantly expressed in the RPE throughout retinal development (Fig 1A-1D), with much lower or no expression in the ciliary body, lens (Fig 1K and 1L) and retina. Conditional deletion of *Myrf* in the early eye field using an *Rx > Cre* transgene leads to loss of *Myrf* mRNA signal in the RPE, supporting the specificity of the probes (Fig 1E-1H). Optic nerve expression of *Myrf* is consistent with its known role in regulation of myelination, and is not altered by *Rx > cre* deletion, given that developing oligodendrocytes or progenitors do not express *Rx* (Fig 1I-1J). These data are consistent with prior qRT-PCR data from the human eye [28] and supported by existing scRNAseq datasets (Fig 2). To confirm that the phenotype previously reported is driven by a loss of *Myrf* in the RPE, we took advantage of an inducible RPE-*Tyrcre>ERT2* to delete *Myrf* in the RPE during embryogenesis. Timed pregnant females were injected with tamoxifen at e11.5, e12.5, and e13.5 and eyes were analyzed at e18.5. Loss of *Myrf* using the *RPE-Tyrcre>ERT2* recapitulated the phenotypes observed in the *Rx > cre Myrf*^*fl/fl*^ model including loss of pigmentation, and reduced TMEM98 expression (S1 Fig). Together, these data support that the RPE is the primary site of function for MYRF within the eye.

**Fig 1:**
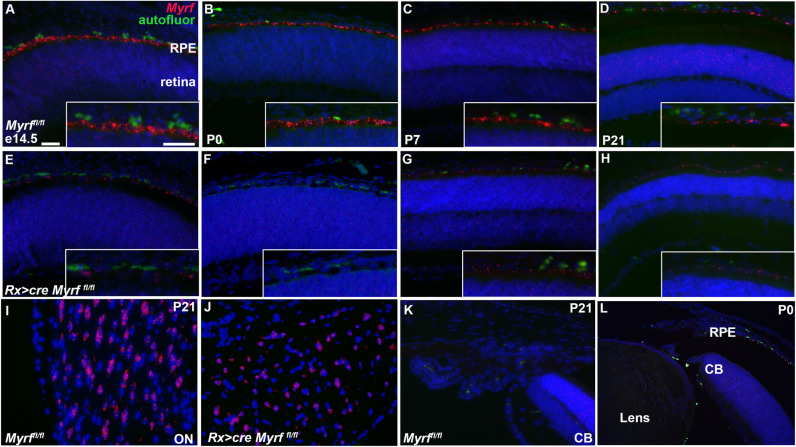
*Myrf* is specifically expressed in the RPE during mouse development. (A-H) *Myrf* transcripts in the RPE were detected by RNAscope during mouse embryonic development through postnatal day 21 in *Myrf*^*fl/fl*^ controls (A-D) and absent in *Rx > cre Myrf*^*fl/fl*^ mutants (E-H). (I-J) Expression of *Myrf* in the optic nerve (ON) serves as a positive control and was not abrogated with *Rx > Cre* deletion. Expression of *Myrf* is not detected in the ciliary body (CB, K) or lens (L). Green cells represent auto fluorescent choroidal red blood cells. Scale bar, 50uM.

**Fig 2:**
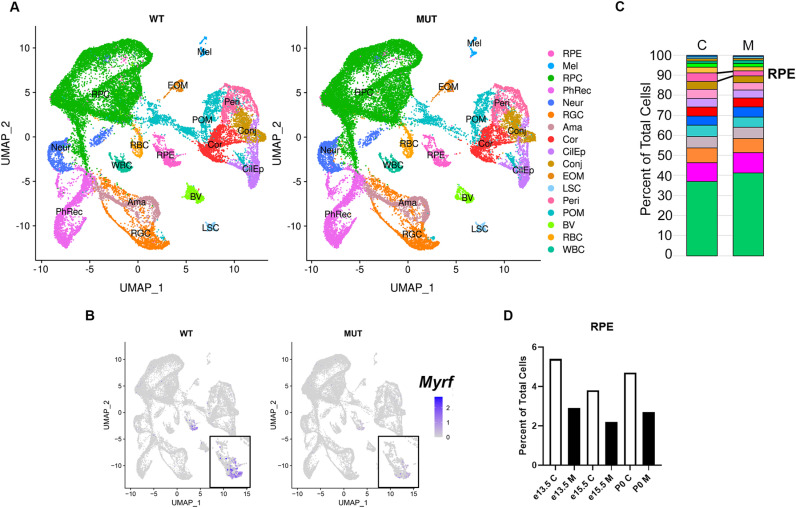
scRNAseq analysis of *Rx > *c*re Myrf*^*fl/fl*^ mice shows decrease in the RPE cell population. (A) Combined UMAP plots from e13.5, e15.5, and P0 *Myrf*^*fl/fl*^ (n = 3 pooled for each time point) and *Rx > *c*re Myrf*^*fl/fl*^ (n = 3 pooled for each time point) samples showing cell populations and cluster identification. (B) UMAP plot showing expression of *Myrf* specific to the RPE cluster in the control group and absent in the mutant group. (C) Stacked bar chart showing population distribution of clusters as a percentage of the total number of cells (control, C; mutant, M). The RPE cluster is highlighted as having a smaller cell proportion in the mutant. (D) Bar charts show the decrease in cell number within the RPE mutant (M) cluster across each time point.

### Loss of MYRF alters RPE cell number during development

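The e13.5 data came from 2 libraries of single cells on the 10X Genomics platform, in which droplets give every cell a barcode and every captured transcript a unique molecular identifier (UMI). Eyes of 3 *Myrf* fl/fl samples were pooled in the control library and those of 3 *Rx > cre Myrf* fl/fl samples in the mutant library, where Cre recombinase expressed from an *Rx* transgene removes *Myrf* in the eye field lineage. The authors counted UMIs per gene and barcode with Cell Ranger on the mm10 mouse genome, and the deposited values are counts without normalization or filtering of called cells. From there, barcodes with fewer than 200 genes or over 15% mitochondrial UMIs were left out as in the paper's methods, and doublets were marked with Scrublet. Cells of both libraries were integrated and clustered in Seurat with 1933 of the 2000 variable features. Genes set beforehand as results were left out, so that the genes left out did not decide which cells were grouped together. The lists of cell cycle genes and of dissociation stress genes were not left out and could take part. Genes named by the size of their change were known only after clustering, so this rule did not cover them. UMIs were then summed over the cells of each class and library, and levels are given as CPM, the UMIs of a gene scaled to a class total of 1000000. With 1 library per genotype there is no spread between replicates, so no test was made and no p-value is given. The 95% intervals, exact Poisson for a sum of UMIs and Clopper-Pearson for a share of cells, cover counting error only and not the difference between embryos or library preparations. Intervals for sums of UMIs and their ratios also leave out the spread between cells of a class. Log2 ratios set the mutant over the control library, as counts per class total with 1 UMI added to each sum, with an exact conditional binomial interval in parentheses. The e15.5 and P0 libraries were not analysed here.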

To define the mechanism by which loss of MYRF leads to retinal degeneration [28] and eye size defects, we performed scRNAseq using the 10X genomics platform to characterize the gene expression changes within the RPE and neighboring cell types in *Rx > *c*re Myrf*^*fl/fl*^ mice as compared to *Myrf*^*fl/fl*^ controls using 3 specific developmental timepoints: embryonic day (e)13.5 – before histologic phenotypes are apparent in the *Rx > *c*re Myrf*^*fl/fl*^ eyes [28]; e15.5 – the first time at which overt RPE pigmentation phenotypes appear; and postnatal day (P)0 – a time at which secondary changes may be apparent in neighboring cell types. We collected 6039, 13017, and 14305 cells for e13.5, e15.5, and P0 wildtype, respectively and 6734, 13880, and 12222, cells for e13.5, e15.5, and P0 mutant timepoints respectively. 

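At e13.5, the deposited counts held 6039 barcodes of the *Myrf* fl/fl library and 6754 of the *Rx > cre Myrf* fl/fl library, before any filter. The barcodes carried 63483835 UMIs in the control and 75228861 UMIs in the mutant library.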

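Before filtering at e13.5, the median barcode had 10083 UMIs over 2826 genes in the control and 10638 UMIs over 2957 genes in the mutant library. Among the cells kept after filtering, the median was 3167 genes in the control and 3062 genes in the mutant.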

The median genes per cell were comparable in wild-type and mutant samples (2826, 2985, and 1915 for e13.5, e15.5, and P0 *Myrf*^*fl/fl*^ and 2957, 2862, and 2179 for respective *Rx > cre Myrf*^*fl/fl*^ eyes). After quality control filtering for dead cells, doublets, and poor-quality cells and combination and integration of the data, we conducted unsupervised clustering and were able to define 28 clusters, with 17 showing distinct gene expression patterns (Figs 2A and S2). 

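At e13.5, 5 control and 9 mutant barcodes had under 200 genes, and 515 control and 371 mutant barcodes had over 15% mitochondrial UMIs. Scrublet marked 68 control cells (1.23%) and 65 mutant cells (1.02%) as doublets, which left 5451 control and 6309 mutant cells. The paper's methods also give an upper limit of 2000 UMIs, above which 4323 control and 5261 mutant cells would be lost, and this limit was run as an alternative. The 2 libraries formed 27 clusters at a resolution of 0.8 and 30 dimensions, named X-like from marker genes fixed beforehand, while the thresholds for naming were set after the clusters were seen. A total of 5 clusters stayed unnamed, with 1157 control cells (21.2%) and 1097 mutant cells (17.4%), at a median of 1077 and 1406 UMIs. Periocular mesenchyme-like cells made up 24.2% of control and 27.6% of mutant cells, and retinal progenitor-like cells 23.2% and 21.1%.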

The 7 retinal progenitor clusters, 3 photoreceptor clusters, 3 retinal ganglion cell clusters, and 2 periocular mesenchyme clusters that showed similar gene expression patterns and position on the UMAP dimensionality reduction plot were thus combined into the respective RPC, PhRec, RGC, and POM clusters for further analysis. We used *Pax3* expression, a specific marker of melanocytes and not RPE [32], to delineate RPE and Melanocyte clusters (S3 Fig). 

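*Pax3* (chromosome 1 from 78101267 to 78197134 of GRCm38) had 138 UMIs in 45 melanocyte-like cells of the e13.5 control, or 159.7 CPM (134 to 189), and 94 UMIs in 33 melanocyte-like cells of the mutant, or 143 CPM (116 to 175). No *Pax3* UMI was detected in the RPE-like cells of either library, which allows up to 1.77 CPM in 242 control cells and 2.47 CPM in 152 mutant cells. *Pax3* was left out of the clustering and of the markers that named the clusters.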

Analysis of *Myrf* transcripts within the clusters again suggested specific expression within the RPE during development, and loss of expression in *Rx > cre Myrf*^*fl/fl*^ eye cups as expected (Fig 2B). 

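At e13.5, *Myrf* stood at 73.9 CPM (62.7 to 86.6) in control RPE-like cells and at 20.1 CPM (13.5 to 28.7) in mutant RPE-like cells. A *Myrf* UMI was found in 36.4% of control RPE-like cells at a median depth of 5618 UMIs, against 0.476% of red blood cell-like cells, which should lack it, at a median of 22426.5 UMIs. In the mutant, 15.1% of RPE-like cells had a *Myrf* UMI at a median depth of 4056.5. After thinning to 3000 UMIs per cell, which left out 110 control and 72 mutant RPE-like cells as too shallow, the shares were 18.9% (12.6 to 26.7) and 6.25% (2.06 to 14.0). Outside the RPE, the control library held 44 *Myrf* UMIs in periocular mesenchyme-like cells (2.43 CPM), 11 in pericyte-like cells (5.79 CPM) and 5 in melanocyte-like cells (5.79 CPM), against 0.236 CPM (0.00599 to 1.32) in red blood cell-like cells. Retinal progenitor-like cells held 17 *Myrf* UMIs in the control and 2 in the mutant.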

All cell types were represented in both the *Rx > *c*re Myrf*^*fl/fl*^ eyes and controls, but there were population differences with a reduction in RPE cell proportions in the mutant mice across all three developmental time points (5% vs. 3% at e13.5, 4% vs. 2% at e15.5, 5% vs. 3% at P0) (Fig 2C and 2D). ßIII-tubulin (TUJ1) staining, which marks neuronal lineages, is restricted to the retina in *Rx > *c*re Myrf*^*fl/fl*^ mutants, suggesting that RPE does not transdifferentiation into neural retina when *Myrf* is lost (S4 Fig).

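RPE-like cells numbered 242 of the 5451 control cells kept at e13.5, 4.44% (3.91 to 5.02), and 152 of the 6309 mutant cells kept, 2.41% (2.05 to 2.82), and the counting intervals did not overlap. Among the alternatives with all kept cells as the denominator, the upper limit of 2000 UMIs moved the shares most. A rule per cell, which asked for 3 RPE markers, gave 7.10% (6.43 to 7.81) and 4.06% (3.58 to 4.57). With the limit of 2000 UMIs the shares were 7.44% (6.02 to 9.08) and 5.39% (4.14 to 6.88), and with a mitochondrial limit of 5% they were 2.95% (2.44 to 3.55) and 2.02% (1.62 to 2.49), both with overlapping intervals. Clustering also without the pigment cell markers and the genes named by the size of their change gave 4.27% (3.75 to 4.85) and 2.39% (2.03 to 2.80). That alternative was chosen after seeing the data. The share was lower in the mutant under each of these settings. From the lower proportion in mutant eyes at the developmental times it examined, the paper states that the RPE population was reduced.

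**Figure D1:**
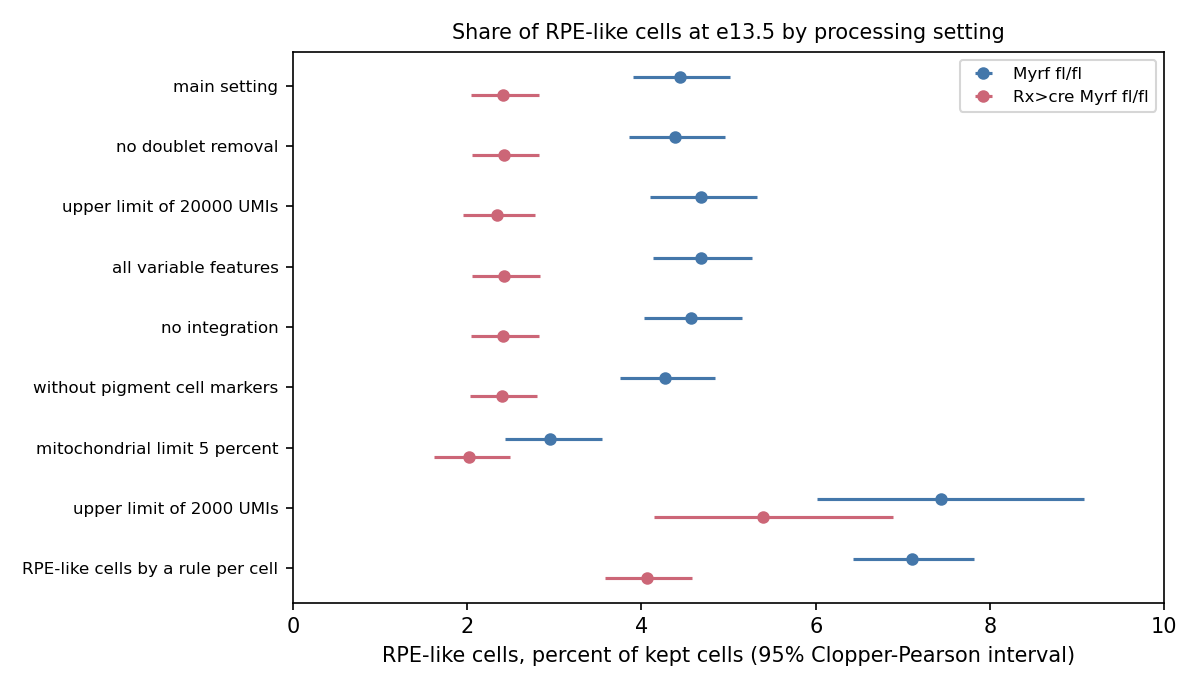
RPE-like cells at e13.5 as a percentage of all kept cells (horizontal axis) under 9 processing settings (vertical axis), with 1 library per genotype. Points are shares and bars are 95% Clopper-Pearson intervals. The mutant share lies under the control share in each setting drawn, at 2.41% and 4.44% in the main setting, and the bars overlap under the mitochondrial limit of 5% and the upper limit of 2000 UMIs.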

### MYRF loss leads to RPE cell death without altered cell cycle dynamics

To further define the source of population level differences, we systematically examined cell cycle dynamics and cell death among the RPE population. Cleaved caspase-3 staining revealed an increase in cell death at e15.5, while there was no cell death in *Myrf*^*fl/fl*^ or *Rx > *c*re Myrf*^*+/fl*^ controls at postnatal (P0, P3) timepoints (S5 Fig). To further quantify cell death, we systematically evaluated apoptosis in the RPE at e14.5 using Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), a timepoint immediately prior to the observable gross phenotype of RPE depigmentation. Co-staining with OTX2 was used to definitively mark RPE cells and identify retinal progenitors (Fig 3A-3C). Apoptotic cells were identified in the RPE of both *Rx > cre Myrf*^*+/fl*^ and *Rx > *c*re Myrf*^*fl/fl*^ mice, but very rarely in *Myrf*^*fl/fl*^ controls (insets, Fig 3Ai-3Ci). The percentage of TUNEL positive RPE cells was found to be significantly different in *Myrf*^*fl/fl*^ mice and Rx > cre *Myrf*^*fl/fl*^ eyes (0.6 ± 0.7% vs. 11 ± 9%, p = 0.0122) (Fig 3D, and S1 Data). To exclude altered cellular proliferation and cell cycle dynamics in RPE accounting for population differences, we conducted cell cycle analysis in Seurat, which demonstrated similar levels of G1, S, and G2/M phase cells across the genotypes at each time point (S6 Fig). 

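Cell cycle phases of RPE-like cells at e13.5 were scored with Seurat's S and G2/M gene lists after thinning every cell to one depth. These lists were not left out of the clustering that grouped the RPE-like cells. The control library had 79.5% (71.7 to 86.1) of 132 cells in G1, 7.58% (3.69 to 13.5) in S and 12.9% (7.68 to 19.8) in G2/M. Of the 80 mutant cells, 65.0% (53.5 to 75.3) were in G1, 15.0% (8.00 to 24.7) in S and 20.0% (11.9 to 30.4) in G2/M. The share in S or G2/M was 20.5% (13.9 to 28.3) in the control and 35.0% (24.7 to 46.5) in the mutant, higher by 14.5 percentage points (2.30 to 27.0), with a 95% Newcombe interval for counting error that was added after seeing the data. The setting that moved the shares most was the rule per cell, under which 53.3% of control and 58.8% of mutant cells were in S or G2/M, a difference of 5.55 percentage points (-3.01 to 13.9) that counting error did not separate from 0. That rule scored 323 control and 216 mutant cells, so it took in many cells outside the RPE-like cluster. Without thinning, 38.0% of control and 52.6% of mutant RPE-like cells were in S or G2/M.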

Subclustering of RPE followed by pseudotime trajectory analysis using Monocle3 reveals a modest decrease in cells with higher pseudotime values at the P0 timepoint in the *Rx > cre Myrf*^*fl/fl*^ RPE (S7 Fig). The number of OTX2 expressing cells in the retina was unchanged between genotypes (Fig 3D). These studies confirm that the RPE cell population changes in *Rx > cre Myrf*^*fl/fl*^ eyes are due to apoptosis, and that previously reported photoreceptor loss occurs after P0 [28].

**Fig 3:**
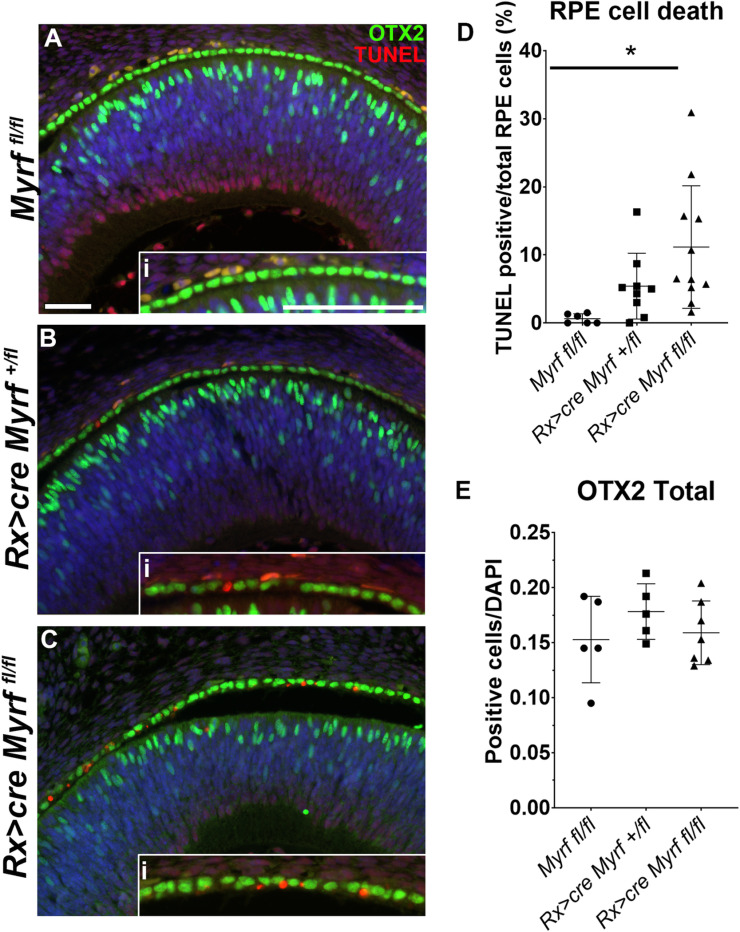
RPE cell death occurs in *Rx > *c*re Myrf*^*fl/fl*^ mutants at e14.5. (A-C) Apoptotic cells were identified by TUNEL staining (red) in *Myrf*^*fl/fl*^, n = 7 (A), *Rx > *c*re Myrf*^*+/fl*^, n = 9 (B), and *Rx > cre Myrf*^*fl/fl*^*,* n = 10 (C) mice at embryonic day e14.5. OTX2 expression (green) was used to mark the RPE and retinal progenitor cells. Higher magnification insets were used to demonstrate the increase in TUNEL positive cells in the *Rx > cre Myrf*^*fl/fl*^ RPE compared to controls (Ai-Ci). (D) TUNEL positive cells within the RPE monolayer (OTX2 positive) were quantitated and compared to the total number of DAPI+ cells within the RPE. (E) OTX2 positive cells within the RPC layer were quantitated and compared to the total number of DAPI+ cells within the RPC. One way ANOVA followed by Tukey’s test was used for statistical analysis, * p < 0.05 Scale bar, 50 um.

### *Myrf* loss alters conserved biological pathways in RPE development

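The comparison within the RPE-like cells at e13.5 rested on 2083155 UMIs of the control and 1494802 UMIs of the mutant library. Beyond the genes the paper names and the cell type markers, the 8 genes with the largest fall and the 8 with the largest rise among those with at least 100 UMIs over both libraries are given by a rule set before the data were examined. The falls were those of *Fam129a*, *Fat4*, *Camk2n1*, *Cd82*, *Slc19a1*, *Tubb3*, *Reln* and *Stxbp2*, with log2 ratios from -1.81 to -1.23. Of the *Tubb3* UMIs in the control, 58.2% came from 1 cell, as did 50.8% of those in the mutant, and its ratio reversed in other settings, to 0.11 with an upper limit of 20000 UMIs. *Stxbp2* reversed to 1.15 with an upper limit of 2000 UMIs. The rises were those of *Wdfy1*, *Pclaf*, *Hmmr*, *Spc25*, *Top2a*, *Hist1h2ae*, *Col11a1* and *Hist1h2ap*, from 1.35 to 3.17. *Wdfy1*, the largest of these, also rose in all other kept cells, by a log2 ratio of 2.65. *Top2a* and *Hist1h2ap* reversed with RPE-like cells taken by the rule per cell, to -0.036 and -0.033.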

To define genes regulated by *Myrf* and key cellular pathways responsible for the RPE development and maturation, we conducted differentially expressed genes analysis (DEGs) within the RPE cluster at each developmental timepoint. 

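*Myrf* lies on chromosome 19 from 10208272 to 10240748 of GRCm38. In RPE-like cells at e13.5 it had 154 and 30 UMIs in the control and mutant libraries, a log2 ratio of -1.84 (-2.50 to -1.31). On the log2 scale, the alternative that moved it most was the restriction to cells of female embryos, told by *Xist* and Y-linked transcripts, at -1.19. *Tmem98*, on chromosome 11 from 80810175 to 80822033, had 271 and 92 UMIs and a log2 ratio of -1.07 (-1.44 to -0.73), beyond counting error at this stage.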

Loss of *Myrf* is observed at all timepoints and reduction of *Tmem98* can be seen starting at e15.5, consistent with our prior report [28]. 

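*Unc119* (chromosome 11 from 78343482 to 78349164 of GRCm38), which encodes a lipid-binding chaperone of photoreceptor proteins, had 500 and 280 UMIs in control and mutant RPE-like cells at e13.5, a log2 ratio of -0.36 (-0.57 to -0.14). *Rlbp1* (chromosome 7 from 79374870 to 79387048), which encodes the cellular retinaldehyde-binding protein, had 1006 and 418 UMIs, a log2 ratio of -0.79 (-0.96 to -0.62). Neither interval reached 0. Both genes were left out of the clustering.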

We identified many genes known to be associated with inherited retinal disease (IRD) and age-related macular degeneration (AMD) that are downregulated in the absence of *Myrf.* These include *Unc119* and *Rlbp1* starting at e13.5 and *Cdh3, Arhgef18, Ctsd, Rgr, Rdh5, Timp3, Slc16a8, Col8a1,* and *Cfh* at P0, suggesting that *Myrf* plays a key role in regulating RPE disease associated genes (Fig 4A). To further explore pathways impacted by loss of *Myrf* and define novel gene candidates for RPE disease, we analyzed enrichment of Gene Ontology (GO terms) on differentially expressed transcripts from the RPE cluster using the PANTHER Overrepresentation Test (Release 20200728) and the GO Ontology database https://doi.org/10.5281/zenodo.3954044Released2020-07-16. GO terms significantly enriched in genes that are downregulated in the *Rx > *c*re Myrf*^*fl/fl*^ mutant include regulation of melanin biosynthetic process (MelBio, 75 fold, p = 0.005), visual perception (VisPer, 11 fold, p = 0.05), extracellular matrix organization (ECM, 8 fold, p = 0.02), organic hydroxy compound metabolic process (HydCompMet, 6 fold, p = 0.01), blood vessel development (BV, 5 fold, p = 0.02), tube morphogenesis (TM, 5 fold, p = 0.02), regulation of anatomical structure morphogenesis (AnaStrMor, 4 fold, p = 0.02), and positive regulation of cellular process (RegCellPro, 2 fold, p = 0.03) (Fig 4B). GO terms enriched in genes that are upregulated in the *Rx > Cre Myrf*^*fl/fl*^ mutant include positive regulation of cellular proliferation (PosRegCellProlif, 8 fold, p = 0.02) and cellular response to chemical stimulus (CellRespChemStim, 6 fold, p = 0.01) (Fig 4C). Within these GO terms, underlying genes that were differentially expressed across all three timepoints were defined to compile candidates that are more likely to be direct targets of *Myrf* (Fig 4D) from the complete list of DEGs (S1 Table). 

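Of the 56 genes that S1 Table lists under terms lower in the mutant, 50 had at least 10 UMIs in the RPE-like cells of the 2 e13.5 libraries together. In the mutant, 41 of these were lower and 9 higher, with a median log2 ratio of -0.59, below each of 10000 random lists of the same size matched on expression. Of the 12 genes listed under terms higher in the mutant, 11 could be compared, of which 8 were higher and 3 lower, with a median of 0.22 at percentile 99.2 of the random lists. The study chose both lists partly on these libraries, so these percentiles describe the libraries and are not independent evidence. The first list moved most under a mitochondrial limit of 5%, to -0.18. The second list fell to -0.025 under that limit, to -0.039 in cells of male embryos and to -0.020 with the rule per cell.

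**Figure D2:**
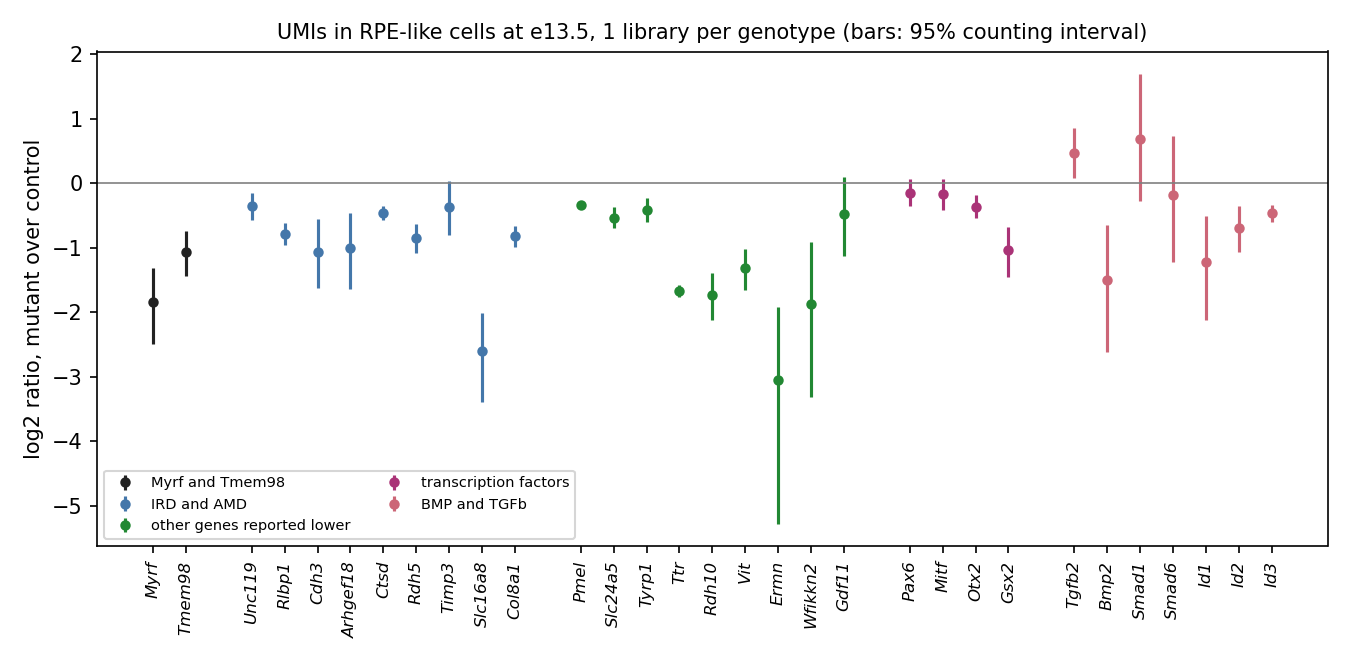
Log2 ratio of mutant over control CPM in RPE-like cells at e13.5 (vertical axis, log2 scale) for genes the paper names (horizontal axis), 1 library per genotype. Points are ratios, bars are 95% counting intervals, and colours mark the groups of genes. *Myrf* and the genes of the first 3 groups lie below 0, with *Timp3* and *Gdf11* reaching 0 within their bars, while *Tgfb2* and *Smad1* lie above 0. The bar of *Smad1* also reaches 0 (-0.28 to 1.69). *Pmel*, *Tyrp1*, *Ctsd*, *Otx2* and *Tgfb2* changed sign under a mitochondrial limit of 5%, *Ctsd*, *Rdh5*, *Slc24a5*, *Gsx2* and *Id2* under an upper limit of 2000 UMIs, *Ctsd* in cells of female embryos and *Id1* under an upper limit of 20000 UMIs.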

Critical regulators of melanogenesis (*Pmel, Slc24a5, Tyrp1, Cdh2),* visual perception*(Lum, Cfh, Rdh10, Rdh5),* extracellular matrix (*Vit, Fbln2, Aplp1, Ramp2),* hydroxy compound metabolism *(Ttr, Rbp1, Dct),* blood vessels *(Bmpt, Thbs1, Slc1l1, Fzd4),* tube morphogenesis *(Sox10, Mgp, Lrp1),* anatomical structure *(Ezr, F3, Kif1a, Ermn),* and regulation of cellular process (*Acsk1, Cst3, Otx2, Trf*) are downregulated. 

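At e13.5, the melanin genes *Pmel*, *Slc24a5*, *Tyrp1* and *Cdh3*, as S1 Table lists them, were all lower in mutant RPE-like cells, with a median log2 ratio of -0.47. *Pmel* had 13153 and 7439 UMIs, a log2 ratio of -0.34 (-0.38 to -0.30), *Slc24a5* stood at -0.53 (-0.70 to -0.37) and *Tyrp1* at -0.41 (-0.61 to -0.22). The signs of *Pmel* and *Tyrp1* changed under a mitochondrial limit of 5%, to 0.076 and 0.52, and that of *Slc24a5* under an upper limit of 2000 UMIs, to 0.12. Among the other terms, the genes lower in the mutant were 4 of 5 for visual perception, 7 of 9 for extracellular matrix, 10 of 10 for hydroxy compound metabolism, 9 of 10 for blood vessels, 10 of 11 for tube morphogenesis, 12 of 15 for anatomical structure and 30 of 38 for regulation of cellular process. *Ttr* had 5077 and 1147 UMIs, a log2 ratio of -1.67 (-1.76 to -1.57). *Rdh10* stood at -1.73 (-2.12 to -1.39) and *Vit* at -1.32 (-1.66 to -1.01). *Lum* (0.94), *Thbs1* (0.54), *F3* (1.09) and *Cst3* (0.13) were higher in the mutant at this stage, with intervals above 0. *Lum* reversed under the mitochondrial limit of 5% and in cells of female embryos, and *Cst3* under the upper limit of 2000 UMIs, in cells of female embryos and as a mean of log values. *Mgp* had at most 3 UMIs in either library and could not be compared.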

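At e13.5, *Gas6* (chromosome 8 from 13465374 to 13494490 of GRCm38) had 47 and 87 UMIs in control and mutant RPE-like cells, a log2 ratio of 1.35 (0.84 to 1.91). *Enpp2* stood at 0.48 (0.019 to 0.94) and *Ptn* at 0.48 (0.17 to 0.78). *Enpp2* fell to -0.045 with an upper limit of 20000 UMIs, and *Ptn* to -0.34 with a mitochondrial limit of 5%, and *Ptn* was also negative in cells of female embryos and with the rule per cell. *Ctgf* (0.69 (-0.52 to 1.94)), *Fgf15* (-0.20 (-1.31 to 0.78)) and *Igfbp2* (0.0079 (-0.11 to 0.13)) had intervals that spanned 0.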

Key regulators of cellular proliferation and cellular respiration (*Enpp2, Gas6, Ptn, Ctgf, Id1, Id3, Fgf15, Igfbp2*) are upregulated.

### MYRF regulates key cytoskeletal proteins and alters RPE morphology

Enrichment of melanin biosynthetic process and extracellular matrix organization suggests *Rx > *c*re Myrf*^*fl/fl*^ mutants may have structural changes in the RPE and are consistent with the observed loss of pigmentation in *Rx > *c*re Myrf*^*fl/fl*^ mice. In principle, loss of pigmentation could be related either to loss of melanosomes or reduced melanin. To define ultrastructural features and the source of depigmentation in *Myrf* loss-of-function, we conducted Transmission Electron Microscopy (TEM) in *Myrf*^*fl/fl*^ and *Rx > *c*re Myrf*^*fl/fl*^ mice at P21 (Fig 5). *Rx > *c*re Myrf*^*fl/fl*^ mutants exhibit abnormal apical microvilli structure and organization, loss of photoreceptors, abnormal outer segment (OS) structure, and thickening of Bruch’s membrane (Fig 5A and 5B). Additionally, *Rx > *c*re Myrf*^*fl/fl*^ mutants displayed a significant reduction in the number of melanosomes in the RPE (4.9 ± 2.3x10^5^/mm^2^ vs. 1.6 ± 0.7x10^5^/mm^2^, p = 0.0103), suggesting loss of melanosomes contributes to the depigmentation phenotype in *Myrf* loss-of-function mice (Fig 5A-5C). Consistent with changes in ultrastructural organization, *Rx > *c*re Myrf*^*fl/fl*^ mutants had reduced expression of the apically localized cytoskeletal protein *Ermn* [33] and extracellular matrix marker *Upk3b* (Fig 6). 

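*Ermn* (chromosome 2 from 58045113 to 58052864 of GRCm38) had 57 and 4 UMIs in control and mutant RPE-like cells at e13.5, a log2 ratio of -3.06 (-5.28 to -1.92). An *Ermn* UMI was present in 13.6% of control RPE-like cells, or 7.58% after thinning, and in 2.63% of mutant RPE-like cells, or 1.25% after thinning. No UMI was found in any other named class of either library, and 0 of 210 control red blood cell-like cells allows a share of up to 1.74%. The median depth was 5618 UMIs in control RPE-like cells, 4056.5 in mutant RPE-like cells and 22426.5 in these red blood cell-like cells. *Upk3b* (chromosome 5 from 136038496 to 136046487) was near the limit of detection, with 7 UMIs in the control and 1 in the mutant RPE-like cells, and its log2 ratio of -1.52 (-7.82 to 0.63) did not exclude 0. Among the other named classes, *Upk3b* had 1 UMI, in control pericyte-like cells.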

FeaturePlots from the scRNAseq data reveal specific expression of *Ermn* and *Upk3b* within the RPE cluster in *Myrf*^*fl/fl*^ dataset and loss of expression in the *Rx > *c*re Myrf*^*fl/fl*^ dataset (Fig 6A), with onset of *Ermn* expression at e13.5 and increasing expression through development and onset of *Upk3b* expression at P0. To validate dysregulation of ERMN expression in *Rx > *c*re Myrf*^*fl/fl*^ eyes, immunohistochemical analysis was performed at P21. Co-localization of apical cytoskeletal marker ezrin (EZR) and ERMN were observed in *Myrf*^*fl/fl*^ control RPE (Fig 6B), but ERMN expression was reduced in in *Rx > *c*re Myrf*^*fl/fl*^ mutants, while EZR retained apical localization (4.4 fold decrease in *Rx > *c*re Myrf*^*fl/fl*^ mutants compared to *Myrf*^*fl/fl*^ controls, p = 0.0013) (Figs 6C and S8A, and S1 Data). Specificity of expression of extracellular matrix gene, *Upk3b*, to the RPE and its loss in *Rx > *c*re Myrf*^*fl/fl*^ eyes at P0 were confirmed by RNA scope *in situ* hybridization in the absence of a validated antibody (2.5 fold decrease in *Rx > *c*re Myrf*^*fl/fl*^ mutants compared to *Myrf*^*fl/fl*^ controls, p = 0.0362) (Figs 6D and S8B). The structural changes observed in the *Rx > cre Myrf*^*fl/fl*^ mutants and the loss of ERMN and *Upk3b* expression support a role for MYRF in RPE structure and microvilli organization.

### Loss of MYRF leads to altered transcription factor regulation including loss of SOX10 expression in RPE

To define the place of MYRF in the regulatory hierarchy of RPE development, we conducted Single-Cell rEgulatory Network Inference and Clustering (SCENIC) analysis [34,35]. SCENIC is a computational tool that analyzes the co-expression of transcription factors with other genes in the dataset and considering putative cis-regulatory binding motifs present in the proposed target genes to define regulons. A higher regulon activity is assigned to transcription factors co-expressed with targets containing putative binding motifs upstream of the transcription start site (Fig 7A and S2 Table). Within the RPE cluster, transcription factors known to be important in early stages of RPE development including *Vax2* and *Pax6* have high regulon activity at e13.5 and e15.5 and those important later in development including *Otx2* and *Vsx2* have higher regulon activity at P0. *Pax6, Mitf, Gsx2, Vsx2,* and *Otx2* regulons were among those unaffected by *Myrf* loss through multiple RPE developmental timepoints, suggesting that *Myrf* does not directly regulate these genes or their targets. 

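Expression of *Pax6*, *Mitf*, *Otx2* and *Gsx2* in RPE-like cells was compared at e13.5. *Pax6* had 466 and 302 UMIs in the control and mutant, a log2 ratio of -0.15 (-0.36 to 0.065), and *Mitf* had 361 and 230 UMIs, a log2 ratio of -0.17 (-0.42 to 0.071), neither beyond counting error. *Gsx2* (220 and 76 UMIs) and *Otx2* (731 and 407 UMIs) had log2 ratios of -1.04 (-1.45 to -0.67) and -0.36 (-0.54 to -0.19), both intervals below 0, but *Gsx2* rose to 0.47 with an upper limit of 2000 UMIs and *Otx2* to 0.16 with a mitochondrial limit of 5%.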

Consistent with this, we see no significant differences in transcription factor expression levels among these genes (S9 Fig). In contrast, we see a significant reduction in *Sox10* regulon activity within the RPE at P0. The genes predicted in SCENIC to be regulated by SOX10 include *Ermn, Tmem98,* and *Wfikkn2* (S3 Table). Given that SOX10 and MYRF have been identified as co-regulators of oligodendrocyte differentiation and maturation [36,37], we next investigated whether a similar regulatory network may exist in RPE*. Sox10* transcripts were found to be significantly reduced in the *Rx > *c*re Myrf*^*fl/fl*^ mutant RPE DEG list and identified in two categories in the GO term enrichment analysis. 

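*Sox10* (chromosome 15 from 79154908 to 79165240 of GRCm38) had 15 UMIs in control RPE-like cells at e13.5 and 0 in mutant RPE-like cells. The control level was 7.20 CPM (4.03 to 11.9), and the mutant count of 0 allows up to 2.47 CPM.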

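In melanocyte-like cells at e13.5, *Sox10* stood at 340.2 CPM (302 to 381) in the control and 259 (221 to 300.5) in the mutant, a log2 ratio of -0.39 (-0.68 to -0.12) over 45 and 33 cells. A *Sox10* UMI was present in 77.8% of control and 78.8% of mutant melanocyte-like cells, with median depths of 20586 and 22026 UMIs, and in none of 210 control red blood cell-like cells at a median of 22426.5 UMIs. In the mutant, 0.615% of 488 red blood cell-like cells had a *Sox10* UMI, at a median of 22723.5 UMIs.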

We analyzed the distribution of *Sox10* transcripts across our scRNAseq clusters and found they were downregulated specifically in the *Rx > *c*re Myrf*^*fl/fl*^ RPE cluster compared to *Myrf*^*fl/fl*^ controls across all time points but not changed in the melanocyte cluster (Fig 7B). Consistent with these results, SOX10 protein is expressed in both the melanocytes and RPE of *Myrf*^*fl/fl*^ controls at e13.5, e15.5, and P3 (Fig 7C-7E). SOX10 positive cells in the RPE were quantitated and compared to the total number of DAPI cells (S10 Fig). One-way ANOVA followed by Tukey multiple comparisons was used to show a statistically significant decrease in SOX10 positive cells in *Rx > *c*re Myrf*^*fl/fl*^ RPE at all timepoints analyzed (S1 Data). While SOX10 expression is retained in the melanocytes of *Rx > *c*re Myrf*^*fl/fl*^ mutants, it is absent from the RPE cells. 

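Summed over cells of a class at e13.5, *Sox10* UMIs were most frequent, among the named classes, in Schwann or neural crest-like cells, at 532 CPM in 22 control cells and 447 CPM in 38 mutant cells, followed by the melanocyte-like cells. Control periocular mesenchyme-like cells had 0.387 CPM and control retinal progenitor-like cells 0.112 CPM, both below the interval of the control RPE-like cells.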

We have confirmed the specificity of *Sox10* expression in our scRNAseq dataset using Pseudobulk RNAseq analysis of the RPE and melanocyte clusters (S4 Table). These results suggest that *Sox10* expression is dependent on *Myrf* within the RPE.

### MYRF regulates genes involved in proliferation, including BMP/TGFß signaling

Further investigation of regulon dysregulation in the RPE revealed many members of the BMP/TGFß signaling pathway, including *Smad5, Tgif2, Smad4,* and *Smad1* showing differential regulon activity between the *Myrf*^*fl/fl*^ and *Rx > *c*re Myrf*^*fl/fl*^ RPE clusters (Fig 7A). Given the role of BMP/TGFß signaling in cellular communication and differentiation, we used the computational tools MultiNichenetr [38] and Differential Nichenetr [39] to predict ligand, receptor, target gene interactions within the RPE cluster (Figs 8A and 8B, and S11). Consistent with the SCENIC analysis, differential interactions within the BMP/ TGFß signaling were also identified, including *Bmp4, Tgfb2,* and *Bmp2*. Interestingly, the expression and ligand activity of *Bmp2,* a known regulator of eye growth, is increased in the mutants, and multiple targets are also present within the RPE cluster. Expression analysis of BMP/TGFß signaling pathway members within the RPE cluster throughout development (Fig 9A) revealed dysregulation of TGFß/BMP components and effectors within the RPE. 

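*Wfikkn2* (chromosome 11 from 94235956 to 94246005 of GRCm38), which encodes a secreted inhibitor of TGFß family ligands, had 45 and 8 UMIs in control and mutant RPE-like cells at e13.5, a log2 ratio of -1.87 (-3.31 to -0.91). *Gdf11*, which encodes a ligand of that family, had 71 and 36 UMIs and a log2 ratio of -0.48 (-1.12 to 0.097), which counting error did not separate from 0.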

A known inhibitor of the pathway, *Wfikkn2*, and its downstream target, *Gdf11*, are decreased in the *Rx > *c*re Myrf*^*fl/fl*^ RPE clusters. Consistent with the loss of inhibition, increases in expression of *Tgfb2, Bmp2, Smad1, Smad6, Smad9, Id1, Id2,* and *Id3* were also observed. 

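At e13.5, *Tgfb2* (chromosome 1 from 186622792 to 186705989 of GRCm38) had 113 and 112 UMIs in control and mutant RPE-like cells, a log2 ratio of 0.47 (0.076 to 0.86), which changed to -0.34 under a mitochondrial limit of 5%. *Smad1* stood at 0.69 (-0.28 to 1.69) and *Smad6* at -0.19 (-1.22 to 0.73), both intervals spanning 0, and *Smad9* had 1 UMI in each library. *Bmp2* (chromosome 2 from 133552159 to 133562885) had 50 and 12 UMIs, a log2 ratio of -1.49 (-2.62 to -0.65). *Id1* had 61 and 18 UMIs and stood at -1.23 (-2.13 to -0.50), with 44.4% of its mutant UMIs in 1 cell, *Id2* at -0.70 (-1.06 to -0.36) and *Id3* (1396 and 727 UMIs) at -0.46 (-0.59 to -0.33). *Id1* rose to 0.067 with an upper limit of 20000 UMIs and *Id2* to 0.28 with one of 2000 UMIs. Of the 8 genes *Tgfb2*, *Bmp2*, *Smad1*, *Smad6*, *Smad9*, *Id1*, *Id2* and *Id3*, 7 had at least 10 UMIs over both libraries, 5 of them lower in the mutant, with a median log2 ratio of -0.46. The median was 0.28 with the limit of 2000 UMIs and 0.067 with that of 20000 UMIs.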

VlnPlot analysis of the RPE cluster at P0 highlights a significant decrease in expression of *Wfikkn2* in the mutants (p_adj = 1.36E-16) and increases in *Tgfb2* (p_adj = 5.53E-10) and *Id3* (p_adj = 1.43E-37). (Figs 9B, and S12E). We confirmed *Wfikkn2* was significantly decreased in the *Rx > cre Myrf*^*fl/fl*^ mice at P0 using RNAscope with quantification of immunofluorescence intensity compared to background intensity per area in ImageJ (Figs 9C, and S12A, and S1 Data) TGFB2 is expressed in the RPC layer of *Myrf*^*fl/fl*^ eyes at P0, with little to no expression in the RPE layer (Fig 9D). TGFB2 expression was observed in both the RPE and RPC layers of *Rx > cre Myrf*^*fl/fl*^ mutants, with enriched levels in the RPE (S12B Fig, and S1 Data). Elevated levels of *Bmp2* transcripts were also detected in the RPE layer using *Bmp2* RNAscope (S12F and S12G Fig, and S1 Data). Consistent with increases in BMP/TGFß signaling, the *Bmp2* inducible transcription factor *Id3*, showed increased expression within the RPE cluster of *Rx > *c*re Myrf*^*fl/fl*^ mutants (Fig 9E), and quantitation of *Id3* RNAscope confirmed a statistically significant increase (Figs 9E and S12C, and S1 Data). Activation of BMP/TGFß signaling leads to phosphorylation of activating SMAD transcription factors (i.e., SMAD1/5/9). We investigated phosphorylated SMAD, pSMAD, as a marker of signaling activity. pSMAD 1/5/9 was detected at low levels at P0 in *Myrf*^*fl/fl*^ controls (Fig 9F) and significantly increased in the RPE of *Rx > cre Myrf*^*fl/fl*^ mutants (S12D Fig, and S1 Data). Together our results support that loss of *Myrf* leads to activation of BMP/TGFß signaling and its effectors, linking *Myrf* to RPE dysfunction and/or eye growth pathways.

## Discussion

The exact localization and function of *Myrf* during eye development is controversial. We have provided multiple lines of evidence supporting RPE predominant expression of *Myrf* during mouse ocular development, suggesting its primary role is within the RPE. Our initial studies with human *MYRF* expression demonstrated RNA specificity to the RPE and optic nerve, with no transcripts identified in the retina or ciliary body by qPCR [28]. We also confirmed in mouse that *Myrf* transcripts were over 100-fold more abundant in RPE as compared to retina [28]. In addition, we provided antibody staining in mice and human samples, depicting specific staining in the RPE and high non-specific background levels throughout the retina even in *Myrf* knockout mice. Compiled aggregated RNAseq data from the National Eye Institute EyeIntegration Pan Human Gene Expression plots [40] support exponentially higher levels of *MYRF* expression in the RPE compared to the cornea or retina (S13 Fig). Our current data with RNAscope *in situ* hybridization in control and *Rx > cre Myrf*^*fl/fl*^ mutants throughout development and postnatal time points supports that *Myrf* transcripts are specifically found in the RPE at least by E13.5 and show loss of expression in the *Myrf* conditional knockout mice. Further, our scRNAseq data detect *Myrf* transcripts only in the RPE cluster. The vast number of mouse models in which defects in the RPE lead to photoreceptor impairment (*Atg5* and *Atg7* [41], *Ift20* [42], *Mfrp* [43], *Dapl1* [44], *Tsc1* [45], *Kcnj13* [46], *Sod2* [47], *Rb1cc1* [48], *Lamp2* [49], *Bsg* [50], *Pten* [51], and *RPE65* [52]) and the preservation of RPC progenitors and early photoreceptors in our *Rx > Cre Myrf*^*fl/fl*^ mice support that phenotypes in these mice are primarily RPE-driven. We have also shown that deletion of *Myrf* using RPE specific cre, *RPE-Tyrcre>ERT2,* recapitulates the phenotype observed with the *Rx > cre* deletion, supporting the role of MYRF in the development of the RPE.

Our results support that *Myrf* is vital for cell survival, melanogenesis, and establishing structural integrity of RPE. Other mouse models of reduced *Myrf* in eye development, including one model of a heterozygous patient variant and one heterozygous for a loss of function allele, suggest MYRF may play a role in the ciliary body and retina, respectively [29,30]. Based on the age of mice analyzed, the phenotypes observed in these mouse models may be secondary to loss of MYRF in the RPE or a result of off target CRISPR effects. The genes altered in these mouse models are not different in our scRNAseq dataset (S14 Fig). In our model, RPE specification is unaffected in *Rx > cre Myrf*^*fl/fl*^, based on the initial formation of a pigmented monolayer, no changes in early marker expression, and no evidence of neural retina transdifferentiation. However, we observe significant gene expression changes by scRNA sequencing even at early time points. Apoptotic RPE cells are identified in the *Rx > cre Myrf*^*fl/fl*^ mutants during embryonic development and an overall reduction in proportion of RPE cells in the eye cups is observed, preceding the loss of pigmentation. The RPE pigmentation defects appear to be driven by loss of melanosomes number and reductions in expression of melanosome associated genes, such as *Pmel* and *Tyrp1*.

Our ultrastructural and gene expression analysis reveals disruption and disorganization of the microvilli on the apical surface of the RPE cells, which leads to loss of their intimate contact with the photoreceptor outer segments. This interaction is critical to the function of the RPE cells in phagocytosis of photoreceptor outer segments and contributes to the degeneration of the retinal layer. A thickening of Bruch’s membrane can also be seen in the *Rx > cre Myrf*^*fl/fl*^ mutants. A similar increase in thickness of Bruch’s membrane is also observed in *Lamp2* deficient mice as the RPE ages and is thought to be coincident with impaired phagocytosis and accumulation of lipid deposits [49]. These features are often seen in age-related macular degeneration (AMD) and RPE-driven inherited retinal diseases. Indeed, we show that conditional loss of *Myrf* impacts the expression of many genes known to be involved in IRD and AMD. We have identified novel targets of *Myrf* that impact RPE cytoskeleton and ultrastructure that may contribute to these structural phenotypes, including *Ermn* and *Upk3b. Ermn,* encodes for Ermin (ERMN), an F-actin binding protein in the ezrin, radixin, moesin superfamily. While it has not been identified as a direct target of *Myrf* in oligodendrocytes [53], it plays a critical structural role in myelination, and induces cellular protrusions in oligodendrocytes [54]. In the RPE, ERMN is specifically expressed in the RPE of adult rat and colocalizes with cytoskeletal markers in the rat and in ARPE19 cells, although its exact role is unknown [33]. We show that ERMN expression is likewise localized to the apical surface of the RPE, and expression is lost in *Myrf* knockouts. Heterozygous *ERMN* variants have recently been identified in a family with multiple sclerosis, but ocular features such as retinal degeneration or nanophthalmos were not ascertained in this family [55]. *Upk3b* has not been studied in eye development but is a component of the urothelium, which is an epithelial structure composed of extracellular matrix and provides and extensive barrier protecting the urethra from the toxicity of urine [56]. It is intriguing to consider its importance in the RPEas the RPE is critical to forming the blood-retinal barrier.

Based on the expression of *Myrf* in the RPE and the role it plays in RPE development, placing it in the hierarchy of transcription factors is important for understanding its impact in RPE development and disease, and potential as a therapeutic target for RPE degeneration and eye size disorders. The temporal hierarchy of expression of many of the transcription factors known to be involved in RPE development has been established (reviewed in [3,57,58]). *Pax6* activates *Mitf* and together they are important for early activation of genes involved in melanogenesis, as well as specification of the RPE cell fate [59]. Based on our data we propose a model placing MYRF downstream or parallel to PAX6 and MITF (Fig 10). This is supported by 4 observations. First, expression of *Pax6* and *Mitf* are not changed in our scRNAseq dataset between *Rx > cre Myrf*^*fl/fl*^ and controls. Second, analysis of SCENIC regulon activity in the RPE cluster of our scRNAseq data, predicts comparable regulon activity of the early RPE transcription factors *Pax6, Mitf,* and *Otx2* in wild-type and *Rx > cre Myrf*^*fl/fl*^*.* Third, global loss of PAX6 or MITF in mice leads to microphthalmia or ocular disorganization and disruption of the early eye field [60–62], while early loss of *Myrf* in our animal model still leads to normal eye morphogenesis. In our study, we show that RPE cells are specified in *Rx > cre Myrf*^*fl/fl*^ eyes even though they have similar melanogenesis defects as *Pax6* and *Mitf* knockout mice. Fourth, *Tead1*, a downstream target of the Hippo pathway, was also identified as a regulon active during early RPE development and unchanged during early development in our *Rx > cre Myrf*^*fl/fl*^ mice. Conditional deletion of YAP in the RPE of mice using *Rx > cre* results in transdifferentiation of the RPE to retinal-like cells, and similar transcriptional changes and loss of melanogenesis are observed in yap -/- zebrafish as in our *Rx > cre Myrf*^*fl/fl*^ mice [16,63]. Together, these results suggest that *Myrf* is also downstream of the Hippo signaling pathway, as similar transcriptional and phenotypic changes are observed but not transdifferentiation. An intriguing finding of our study is that expression of *Sox10* is absent specifically in the RPE of *Rx > cre Myrf*^*fl/fl*^ mutants. *Myrf* and *Sox10* have been shown to be interacting partners in oligodendrocyte differentiation [64,65]. *Myrf* has been found to be a direct target of *Sox10* and they work together to switch target genes of oligodendrocyte progenitors to that of differentiation [64]. In the eye, Sox10 expression is specifically lost in RPE in our *Rx > cre Myrf*^*lfl/fl*^, while melanocyte expression remains (Fig 7). Future studies with CUT&RUN or other chromatin immunoprecipitation techniques will help to determine whether these are direct targets and similar regulatory programs act in RPE development as in oligodendrocyte maturation.

We have identified an elevation of TGFβ and BMP signaling in our conditional loss of *Myrf* model, with upregulation of *Tgfb2*, *Bmp2* expression and downstream signaling. These pathways are particularly relevant to retinal and RPE development, RPE function, and eye size. In early stages, TGFβ/BMP signaling from the surface ectoderm has been shown to drive neural retina specification [3]. WNT and TGFβ/BMP signaling from the extraocular mesenchyme and surface ectoderm drive RPE cell fate [8]. In the chick, after removal of the surface ectoderm, application of WNT or BMP-soaked beads is sufficient to activate *Mitf* and initiate RPE specification [8]. Studies in chick and mice have also shown that BMP2 is a negative regulator of ocular growth [13,15]. Upregulation of the TGFβ pathway, specifically *Tgfb2*, has been associated with RPE dysfunction (reviewed in [66]). In RPE disease state, TGFβ signaling upregulation induces an inflammatory response, promoting an epithelial to mesenchymal transition (EMT) through both a SMAD dependent and independent pathway [67]. Tgfb2 induces EMT in cultured human ARPE19 cells [68]. In our model, condition loss of *Myrf* leads to disruption of cell structure and microvilli structure in the RPE. We speculate that the activation of the TGFβ family in *Rx > cre Myrf*^*fl/fl*^ mutants is a response to the induced disease state of the RPE.

Collectively, our study defines a critical role for MYRF in RPE development in melanogenesis, cell structure, and cell survival, places MYRF in the hierarchy of RPE differentiation, and identifies novel candidate genes for RPE-driven disorders. Future studies will be essential to parse out direct targets of *Myrf*, its role in maintaining RPE structure, and the disparate nature of the mouse and human phenotypes.

## Materials and methods

### Ethics statement

Experiments with mice were approved by the Institutional Animal Care and Use Committee at the University of Michigan.

### Mice

*Rx > cre* [69] *Myrf flox* [70], *EIIAcre* (Jackson Laboratory, JAX:003724), and *RPE-Tyrcre>ERT2* [71] mice were housed at the University of Michigan in accordance with guidelines from the Unit for Laboratory Animal Medicine and the Institutional Animal Care & Use Committee. Mice were genotyped from DNA isolated from tail biopsies, as previously described [28,71]. *EIIAcre* transgenics were bred to the *Myrf*^*fl/fl*^mice to generate a null allele and increase the efficiency of excision when bred to the *RPE-Tyrcre>ERT2* strain. Mice were genotyped for the cre allele using the primers forward 5’GCATAACCACTGAAACAGCATTGCTG3’ and reverse 5’GGACATGTTCAGGCATCGCAAGGCG3’. A 350 bp PCR product was amplified with the following conditions: 94°C 3 minutes, followed by 32 cycles of 94°C 30 seconds, 55°C 30 seconds, 70°C 30 seconds, and a final extension at 70°C for 10 minutes. The *Myrf* null allele was amplified using the primers forward 5’GCTCTTGAGTGGGGAAGCAT3’ and reverse 5’GTGTATGCCAAGCTGAGGGT3’. The flox allele (1450 bp), wild-type allele (1382 bp), and the null allele (770 bp) were amplified with the following conditions: 92C 3 minutes, followed by 30 cycles of 92°C 10 seconds, 57°C 30 seconds, 72°C 30 seconds, and a final extension at 72°C for 30 seconds.

### RNAscope *in situ hybridization*

Heads were harvested from embryonic day 14.5 (e14.5) embryos, dissected eyes were harvested from postnatal day 0 (P0) – P21 pups, and optic nerves were harvested from P21 pups. For larger eyes (after P0), a hole was punctured through the cornea to allow penetration of the fixative. Samples were fixed in 4% buffered paraformaldehyde (0.1M NaPO_4_ pH7.3) for 0.5-4 hours at 22°C, dehydrated through increasing concentrations of ethanol up to 70%. The samples were then embedded in paraffin using the TissueTek VIP Model VIP5A-B1 (Sakura Finetek USA, Inc.) and the Shandon Histocentre 2 Model #64000012 embedding station (Thermo Fisher Scientific) and sectioned at 5–6μm.

For *in situ* hybridization, RNAscope was performed using the RNAscope Multiplex Fluorescent Detect V2 system (Advanced Cell Diagnostics [ACD], #323110). Briefly, paraffin was removed with two changes of Xylene and then washed in 100% ethanol (ETOH). Sections were treated with the hydrogen peroxide reagent for 10 minutes followed by two washes in distilled water. Target retrieval was performed using boiling 1X Target Retrieval Reagent for 7 minutes, followed by washing in distilled water and 100% ETOH. After drying the slides, the sections were treated with Protease Plus in prewarmed humidity chamber for 25 minutes at 40°C then washed in distilled water. Prewarmed RNAscope probes were then applied, and slides were incubated in a humidity chamber at 40°C for 2 hours. The probes used were *Mm-Myrf* (ACD, 524061), *Mm-Upk3b* (ACD, 568561), *Mm-Wfikkn2* (ACD, 531321), *Mm-Id3* (ACD, 445881), *Mm-Bmp2-E3* (ACD, 427341), and a negative control probe (ACD, 320871). After hybridization of the probe, sections were washed in 1X Wash Buffer then incubated at 40°C with Amp1 reagent for 30 minutes, Amp2 reagent for 30 minutes, and Amp3 reagent for 15 minutes, with washes in 1X Wash Buffer between each step. For signal development, the sections were then incubated in HRP-C1 for 15 minutes at 40°C, washed in 1X Wash Buffer and then incubated with Cyanine 3, Opal-Tm 570 (Akoya Biosciences, FP1488001KT) fluorophore diluted 1:1500 in TSA plus buffer (ACD, 322809) for 30 minutes at 40°C. Sections were then washed in 1 X Wash Buffer then treated with HRP Blocker for 15 minutes at 40°C, stained with DAPI (Sigma, MBD0015) and mounted in ProLong Gold Antifade (Invitrogen, P36930). Images were quantitated with ImageJ, measuring the integrated density of signal in the RPE compared to background staining per area. P value was calculated using the unpaired T test.

### Single cell RNA sequencing

Eyes were collected from e13.5, e15.5, and P0 litters, the cornea, lens, and optic nerve were removed, and the eyecups were place on ice in 1 X HBSS (Invitrogen, 14175095) while samples were genotyped using a rapid genotyping protocol [72]. Three *Myrf*^*fl/fl*^ and three *Rx > *c*re Myrf*^*fl/fl*^ samples were pooled for each time point. Eyecups were dissociated into single cells in a Papain solution containing 5mM L Cysteine (Sigma, C7352), 1mM EDTA (Sigma, E4884), 0.6 mM 2-mercaptoethanol (Sigma, M6250), and 1mg/ml Papain (Roche, 10108014001) for 10 minutes at 37°C with trituration every 2 minutes. The dissociation was stopped using Neurobasal Media (Invitrogen, 12348017) with 10% Fetal Bovine Serum (FBS) (Corning, MT35010CV), single cells were collected by centrifugation for 5 minutes at 300 RCF at 4°C. The supernatant was aspirated, and the single cells were resuspended in cold Neurobasal Media with 3% FBS. Single cell libraries were prepared by the University of Michigan Advanced Genomics Core and sequencing was performed using the 10X Genomics Chromium platform using manufacturer’s protocol for 10x Single Cell Expression 3’ and sequenced on the NovaSeq (S4) 300 cycle (Illumina, San Diego, CA). Sequencing outputs were demultiplexed using 10x Genomics Cell Ranger 7.1.0 software and FASTQ files were aligned to the Genome Reference Consortium Mouse Build 38, mm10 genome [73–75]. Seurat/4.1.1 [76,77] scRNAseq software was utilized to normalize data using the NormalizeData and FindVariableFeatures commands with nfeatures set to 2000. Poor quality cells were removed using cutoffs of nFeature_RNA < 200 and % mitochondrial RNA > 15%. Doublet cells were considered those with nCounts > 2000 and removed from the study. Data from all the time points and genotypes was anchored and integrated prior to scaling, principal component analysis and Uniform Manifold Approximation and Projection (UMAP) clustering. The FindAllMarkers command was used to identify and define unique transcripts from each cluster, and cluster identities were defined and assigned using published literature. The FindMarkers command was used to identify differentially expressed genes between clusters and genotypes. Data was displayed in RStudio using the VlnPlot, DotPlot, and FeaturePlot (reduction = “umap”) functions. Gene set enrichment analysis was performed using Gene Ontology Consortium website (https://www.geneontology.org/) using the PANTHER Overrepresentation Test (Release 20200728) and the database GO Ontology database https://doi.org/10.5281/zenodo.3954044Released2020-07-16 [78,79].

### Bioinformatics tools

Molecular pathway analysis was performed with Differential Nichenetr which analyzes ligand-receptor networks and generates ligand-target matrix [39,80], using the RPE cluster as the sender and the RPE cluster as the receiver. Analysis of regulon activity in the RPE cluster, the expression of a given transcription factor compared to the expression of target genes with binding sites, was performed with Single Cell rEgulatory Network Inference and Clustering (SCENIC), using default parameters described in original manuscript [34,81]. MultiNichenetr and Differential Nichenetr were performed with R packages from the Saeys Lab, using codes provided [38,39,82]. Pseudotime analysis was performed with the Monocle3 package, using codes provided [83,84].

### Immunohistochemistry and OTX2/TUNEL staining

Antibody staining was performed using established methods [28], with the antibody conditions can be found in S5 Table. All antibodies were incubated at 4°C overnight. Nuclei for all samples were stained with DAPI (Sigma, MBD0015) and mounted in ProLong Gold Antifade Mountant (Invitrogen, P36930). ERMN immunostaining was quantitated using ImageJ. The integrated density of ERMN signal was normalized to the integrated density of EZR signal. The fold change was calculated between *Rx > cre Myrf*^*fl/fl*^ mutants and *Myrf*^*fl/fl*^ controls. The unpaired T Test was used to calculate the p value. Co-staining of the rabbit anti-OTX2 (Abcam, ab21990) and apoptotic cells using In Situ Cell Death Detection Kit, TMR red (Roche, 12156792910) was performed on e14.5 paraffin sections. OTX2 immunohistochemistry was performed as described above. Apoptotic cells were identified using the protocol from the In Situ Cell Death Detection Kit, TMR red. Sections pretreated with DNaseI were used as a positive control and sections without the Enzyme Solution were used as a negative control. Nuclei were stained with DAPI (Sigma, MBD0015) and mounted in ProLong Gold Antifade Mountant (Invitrogen, P36930). OTX2 positive, TUNEL positive, and DAPI positive cells were counted using Fiji, ImageJ software. A minimum of two slides were counted per sample. For the OTX2 total counts, the data is displayed as the total number of the OTX2 stained cells per total number of DAPI cells in the region counted. For the RPE apoptosis counts, the data is displayed as the total number of TUNEL positive cells per the total number of RPE cells, marked by OTX2. Each point on the graph represents an individual sample. Statistical analysis was performed using Ordinary one-way ANOVA with Tukey multicomparisons.

### Electron microscopy

Eyes were collected from P21 mice and fixed in 2% paraformaldehyde 2% glutaraldehyde in 100 mM cacodylate buffer overnight. The tissue was then rinsed in PBS, post-fixed in osmium tetroxide for 1 hour. Tissues with rinsed 3X in PBS followed by graded alcohol dehydration, and 2X rinses in propylene oxide for 10 minutes each. Eyecups were infiltrated with Epon embedding media by incubation in with propylene oxide:Epon mixes 3:1 then 1:1 then 3:1 each for 1 hour and subsequently 100% Epon overnight while gently agitating the tissue. The eyecups were then embedded in a beam capsule with 100% Epon and incubated at 60°C overnight to cure the resin. The eyecups were then cut into semithin (500 nm) section using a Ultracut E ultramicrotome (Leica Biosystems). Sections were stained with toluidine blue to identify key target areas. The block was then trimmed into 1 mm section for further EM processing. Ultrathin sections (70–90 Å) were collected with a diATOME diamond knife, placed on cooper grids, and counterstained with Uranyless (samarium/gadolinium triacetate) and lead citrate and imaged on the JEOL JSM 1400 Plus transmission electron microscope (JEOL, Peabody, MA) at the Microscopy and Image Analysis Laboratory. Melanosomes were identified within the high-resolution image by inspection and cells were manually segmented to define the cell area. The number of melanosomes per mm^2^ were calculated. Comparison among genotypes was done by student’s T-test.

**Fig 4:**
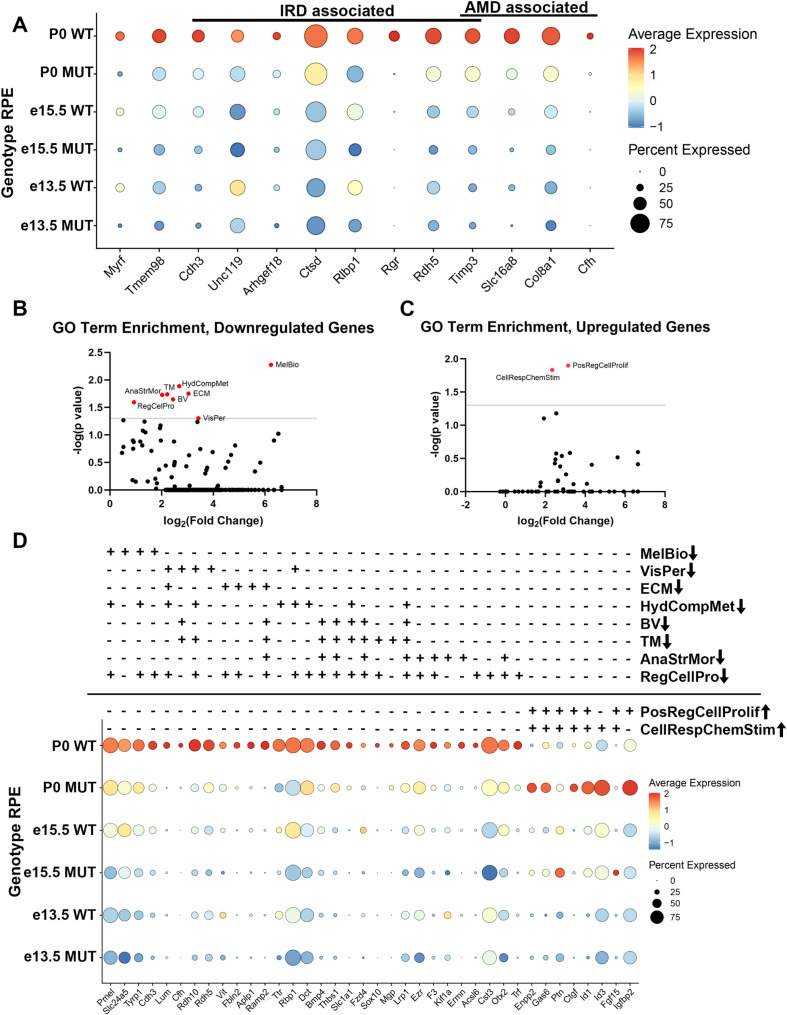
Loss of *Myrf* during development alters critical pathways in RPE development and disease. (A) DotPlot analysis showing the impact of loss of *Myrf* on expression of genes known to play a role in Inherited Retinal Diseases (IRD) and Age-related Macular Degeneration (AMD). (B-C) PANTHER GO terms enriched in downregulated (B) or upregulated (C) genes in the RPE cluster differential expression analysis of *Rx > Cre Myrf*^*fl/fl*^ vs. *Myrf*^*fl/fl*^ controls across all timepoints. (D) DotPlot analysis of selected genes from enriched GO terms across biological pathways, highlighting changes in genes involved in regulation of melanin biosynthetic process (MelBio), visual perception (VisPer), extracellular matrix organization (ECM), organic hydroxy compound metabolic process (HydCompMet), blood vessel development (BV), tube morphogenesis (TM), regulation of anatomical structure morphogenesis (AnaStrMor), positive regulation of cellular proliferation (PosRegCellProlif), cellular response to chemical stimulus (CellRespChemStim).

**Fig 5:**
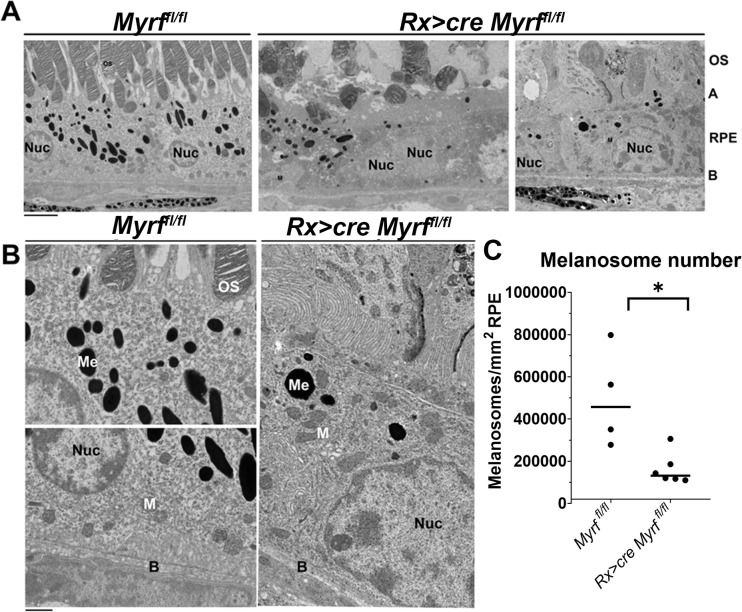
Changes in ultrastructural features in *Rx > *c*re Myrf*^*fl/fl*^ RPE identified in TEM. Low (A) and high (B) magnification transmission electron micrograph (TEM) images were generated to analyze the ultrastructure, and number of melanosomes (Me), Bruch’s membrane (B), apical microvillous structure in the RPE and outer segment (OS) structure and in *Myrf*^*fl/fl*^ (n = 4) controls and *Rx > cre Myrf*^*fl/fl*^ (n = 6) mutants at P21. C. Quantification of the number of melanosomes per mm^2^ RPE. Scale bar in A, 4um; in B, 1um. A, apical surface; M, mitochondria; *, p < 0.05.

**Fig 6:**
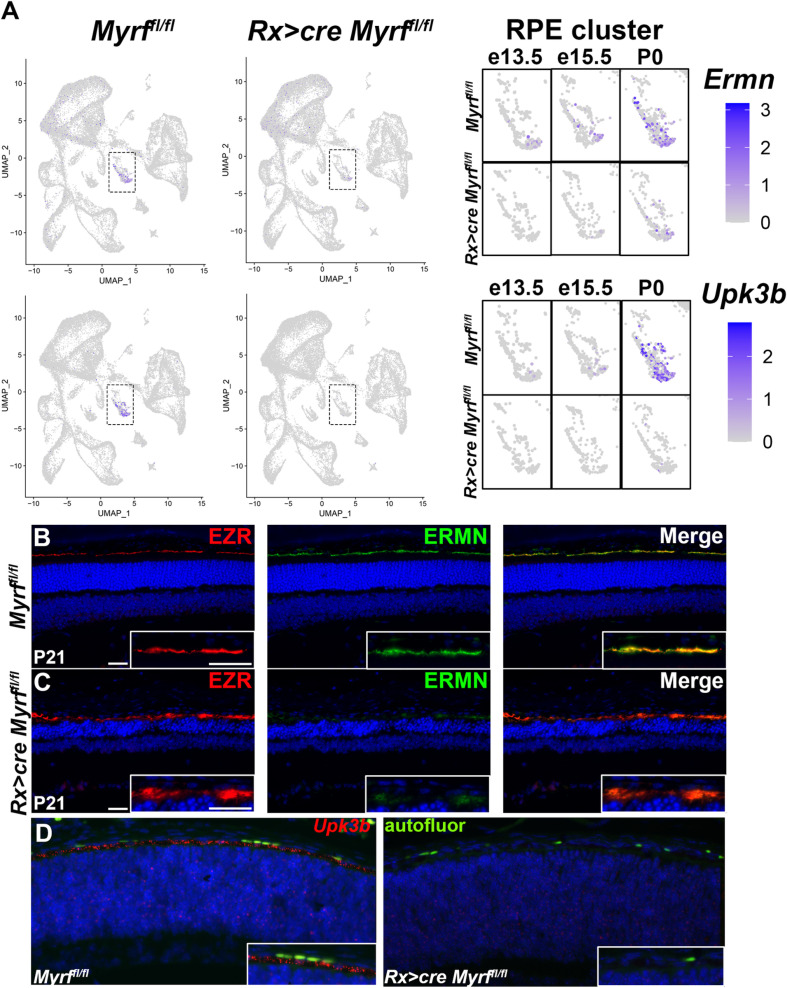
MYRF regulates expression of cytoskeletal and extracellular matrix proteins. (A) FeaturePlot analysis of expression of *Ermn* and *Upk3b* showing specificity of expression to the RPE cluster and loss of expression in the *Rx > cre Myrf*^*fl/fl*^ mutants. Larger images show expression within the RPE cluster through development. (B, C) Cytoskeletal proteins were marked within the RPE using antibodies to Ezrin (EZR, red) and Ermin (ERMN, green). (B) P21 sections of *Myrf*^*fl/fl*^ control eyes (n = 2) show both EZR and ERMN localized to the RPE. (C) P21 sections of *Rx > cre Myrf*^*fl/fl*^ mutants (n = 3) show retention of EZR expression and loss of ERMN expression within the RPE. (D) RNAscope of *Upk3b* (red) at P0 shows expression specific to the RPE layer which sits below the autofluorescing choroidal red blood cells (green) and loss of expression in the *Rx > cre Myrf*^*fl/fl*^ mutants (n = 3) compared to *Myrf*^*fl/fl*^ controls (n = 4). Insets show a magnification of the RPE layer. Scale bars in all panels represent 25 um.

**Fig 7:**
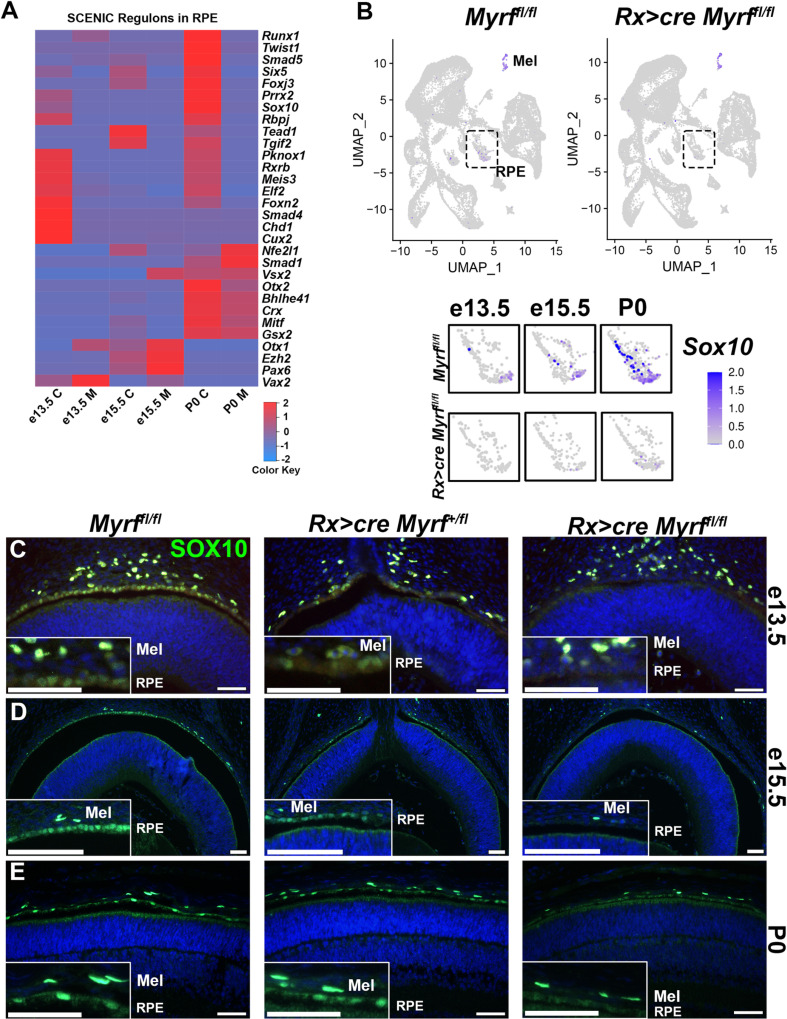
*Myrf* regulates SOX10 expression in RPE cells. (A) Single-Cell rEgulatory Network Inference and Clustering (SCENIC) analysis within the RPE cluster from the scRNAseq data infers active transcription factors across all developmental time points including members of the TGFB signaling pathway. (B) FeaturePlot analysis of scRNAseq transcripts shows *Sox10* expression in both the melanocyte and RPE clusters in *Myrf*^*fl/fl*^ controls. Expression is retained in the melanocyte cluster in *Rx > cre Myrf*^*fl/fl*^ mutants and lost in the RPE cluster. Larger images of the RPE cluster demonstrate onset of expression in the *Myrf*^*fl/fl*^ controls at e13.5 and increasing through P0. Only a few cells containing *Sox10* transcripts can be identified in the *Rx > cre Myrf*^*fl/fl*^ mutant RPE at later time points. Larger image of the melanocyte cluster shows no changes in expression. (C-E) SOX10 protein is localized to the melanocytes and RPE in *Myrf*^*fl/fl*^ and *Rx > cre Myrf*^*+/fl*^ controls at e13.5 (*Myrf*^*fl/fl*^ (n = 3), *Rx > cre Myrf*^*+/fl*^ (n = 4), *Rx > cre Myrf*^*fl/fl*^ (n = 4)) (C); e15.5 (*Myrf*^*fl/fl*^ (n = 3), *Rx > cre Myrf*^*+/fl*^ (n = 3), *Rx > cre Myrf*^*fl/fl*^ (n = 3)) (D); and P3 (*Myrf*^*fl/fl*^ (n = 3), *Rx > cre Myrf*^*+/fl*^ (n = 2), *Rx > cre Myrf*^*fl/fl*^ (n = 3)) (E). SOX10 expression is only retained in the melanocytes of *Rx > cre Myrf*^*fl/fl*^ mutants. Scale bars, 50um.

**Fig 8:**
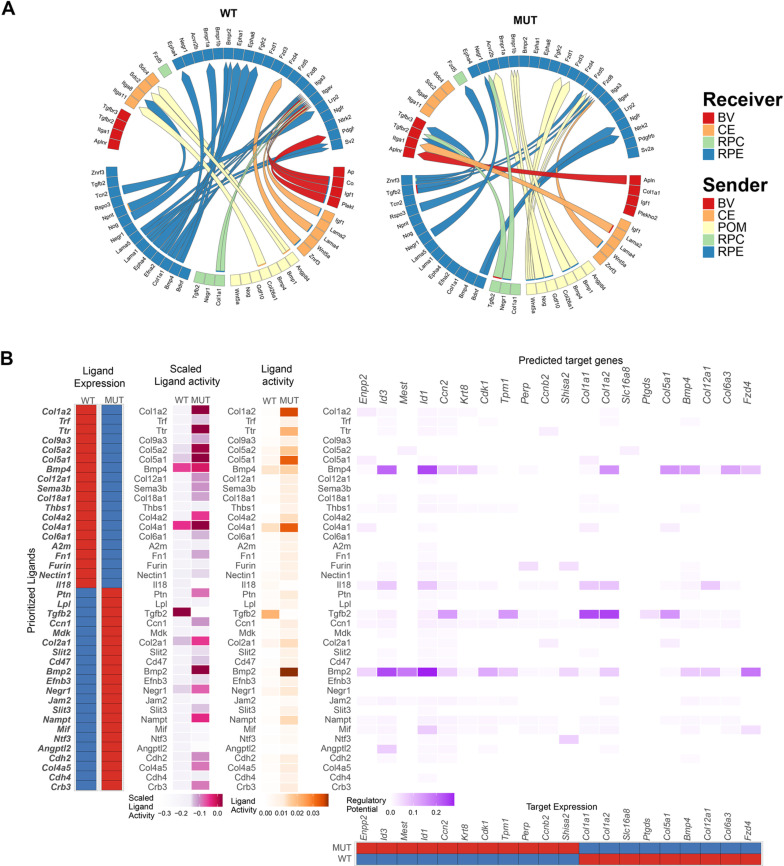
Computational analysis of the RPE cluster suggests alterations in the TGFB signaling pathway. (A) Circos plot generated from MultiNichenetr analysis predicting ligand receptor partners in control and mutant scRNAseq data sets from a combination of senders and receivers. (B) Analysis of changes in predicted signaling pathways within the RPE cluster using Differential Nichenetr. Expression and activity of ligands within the RPE is seen on the left and predicted targets within the RPE based on the Differential Nichenetr pathway analysis is seen on the right side.

**Fig 9:**
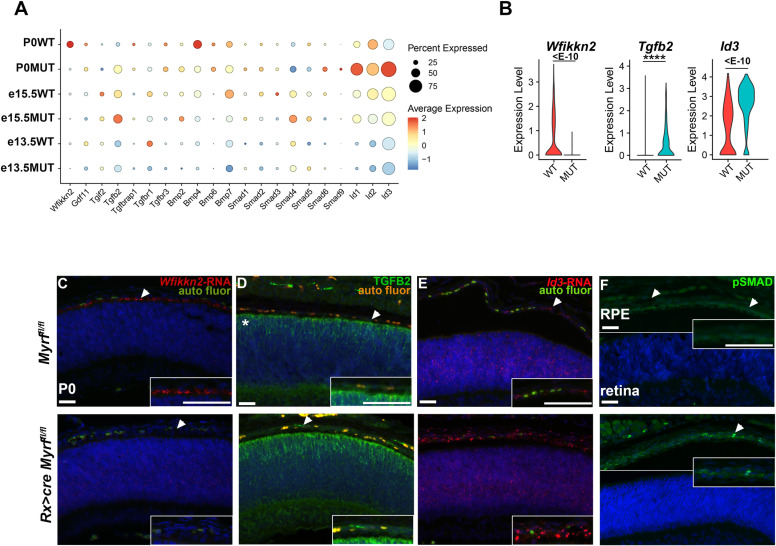
Increased BMP/TGFB signaling pathway activity in *Rx > cre Myrf*^*fl/fl*^ mutants. (A) DotPlot analysis of TGFB family members expressed in the RPE cluster across all genotypes highlights differential expression between *Myrf*^*fl/fl*^ and *Rx > cre Myrf*^*fl/fl*^ cells. (C-*Myrf*^*fl/fl*^; M-*Rx > cre Myrf*^*fl/fl*^) (B) VlnPlot representation of transcript levels of *Wfikkn2*, *Tgfb2,* and *Id3* in theRPE cluster highlighting a decrease in the pathway inhibitor, *Wfikkn2* and increases in *Tgfb2* and *Id3*. (C) RNAscope of *Wfikkn2* confirms specificity to RPE layer in *Myrf*^*fl/fl*^ (n = 4) and loss of expression in the *Rx > cre Myrf*^*fl/fl*^ mutants (n = 3) at P0. (D) TGFB2 protein is observed in the RPC of *Myrf*^*fl/fl*^ controls (n = 4) at P0, but not in the RPE layer. TGFB2 is present in the RPE layer of *Rx > cre Myrf*^*fl/fl*^ mutants (n = 4) (E) RNAscope of *Id3* shows increased expression in the RPE layer of *Rx > cre Myrf*^*fl/fl*^ mutants (n = 5) compared to controls (n = 3). (F) Phosphorylated SMAD 1/5/9 immunostaining indicates an increase in activity within the RPE layer of *Rx > cre Myrf*^*fl/fl*^ mutants (n = 5) compared to no staining in *Myrf*^*fl/fl*^ controls (n = 4). (RPC- retinal progenitor cells; RPE- retinal pigmented epithelial cells; arrowheads-RPE layer, asterisk-RPC layer). Insets show a magnification of the RPE. Auto fluorescing blood cells are labeled at auto fluor in the appropriate panels. Scale bars in all panels indicate 50um.

**Fig 10:**
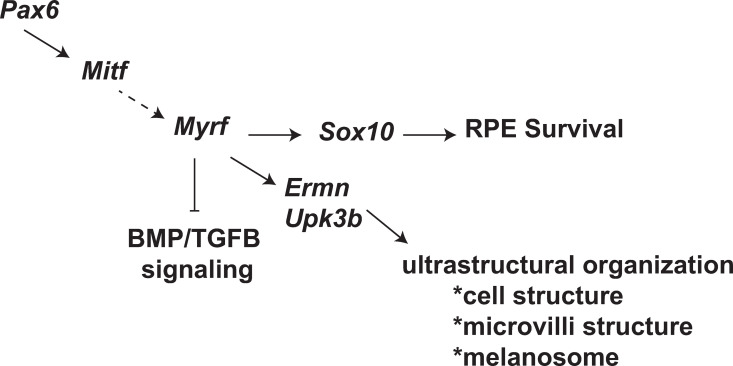
Model. Transcriptional and phenotypic analysis of the *Rx > cre Myrf*^*fl/fl*^ mice suggests *Myrf* is downstream of *Pax6* and *Mitf* in the hierarchy of RPE transcription factor regulation. *Myrf* is important for the activation of *Sox10* which may impact RPE cell survival, *Ermn* and *Upk3b*, which may regulate ultrastructural organization of the RPE, and BMP/TGFB signaling, which may influence eye growth or RPE dysfunction.

## Supporting information

S1 Fig Deletion of *Myrf* in the RPE with the *RPE-Tyrcre>ERT2* strain recapitulates phenotype of *Rx > cre Myrf*^*fl/fl*^ model. *RPE-Tyrcre-ERT2 > Myrf*^*fl/-*^ and controls were injected with tamoxifen at e11.5, e12.5, and e13.5, and harvested at e18.5. (A) Pigmentation was reduced in the RPE of *RPE-Tyrcre-ERT2 > Myrf*^*fl/-*^ mice compared to *Myrf*^*+/fl*^ controls. (B) Expression of TMEM98 is reduced in the *RPE-Tyrcre-ERT2 > Myrf*^*fl/-*^ mice compared to *Myrf*^*+/fl*^ controls. (C) Expression of *Myrf* with RNAscope is reduced in the *RPE-Tyrcre-ERT2 > Myrf*^*fl/-*^ mice compared to *Myrf*^*+/fl*^ controls. The density of fluorescent staining was quantitated in ImageJ for TMEM98 (D) and *Myrf* (E), normalized to the background staining and expressed as a density per area. Statistics were calculated using the Unpaired T test.
(TIF)

S2 Fig Dotplot representation of marker expression used to classify scRNAseq clusters. Cluster identification is labeled on the left of the graph and the transcript analyzed is listed at the bottom of the graph. Expression is displayed using a gradient where red signifies high levels of expression and blue indicates low levels of expression. The size of the dot is correlated to the number of cells within a particular cluster that expresses the gene.
(TIF)

S3 Fig *Pax3* marks the melanocyte cluster and is absent from the RPE cluster. FeaturePlots showing *Pax3* is specifically expressed in the melanocyte (Mel) cluster and not the RPE cluster, demonstrating a clear distinction between the two clusters.
(TIF)

S4 Fig Restriction of TUJ1 staining to the retina in *Rx > cre Myrf*^*fl/fl*^ mutants at P0 supports proper specification of the RPE cells. TUJ1 staining is in red and auto fluorescent choroidal red blood cells are seen in green. The RPE and retina layers are labeled for orientation. Scale bar represents 50uM.
(TIF)

S5 Fig Apoptotic cells detected in *Rx > cre Myrf*^*fl/fl*^ mutants by e15.5. Cleaved Caspase3 immunostaining was used to detect the presence of apoptotic cells in the RPE of *Rx > cre Myrf*^*fl/fl*^ mutants and controls during late gestation (e15.5) and postnatal timepoints (P0 and P3). Sections through the RPE and retina highlight the pigmentation of the RPE in control mice at e15.5, P0, and P3 (A-C) and the loss of pigmentation beginning at e15.5 in the *Rx > cre Myrf*^*fl/fl*^ mutants (G-I). Apoptosis was analyzed with cleaved-Caspase3 immunostaining. No apoptotic cells were detected in the RPE of control mice across all timepoints analyzed (D-F). Apoptotic cells were detected at e15.5 in *Rx > cre Myrf*^*fl/fl*^ mutant RPE, but not in RPE from postnatal mutants (J-L). Scale bars indicate 50um.
(TIF)

S6 Fig Seurat Cell cycle analysis shows similar distribution of cells in G1, G2M, and S phases between *Myrf*^*fl/fl*^ and *Rx > cre Myrf*^*fl/fl*^. Seurat cell cycle analysis function was used to analyze changes in cell cycle distribution between *Myrf*^*fl/fl*^ and *Rx > cre Myrf*^*fl/fl*^ scRNAseq datasets. (A). UMAP FeaturePlot of Cell Cycle Scoring split between WT (*Myrf*^*fl/fl*^*)* and MUT (*Rx > cre Myrf*^*fl/fl*^*).* (B). Pie chart displaying distribution of RPE cells in G1, G2M, and S phases of the cell cycle across each time point and genotype.
(TIF)

S7 Fig Pseudotime analysis of reclustered RPE shows a modest shift towards a less differentiated state at P0 in *Rx > cre Myrf*^*fl/fl*^ mutants. The Monocle3 package in R was used to analyze a pseudotime trajectory across all time points between *Myrf*^*fl/fl*^ and *Rx > cre Myrf*^*fl/fl*^ RPE clustered cells. (A) Seurat reclustered RPE UMAP showing distribution of pseudotime values across genotypes. A pseudotime value of 0 indicates a more progenitor like cell state and values increase as the predicted state of differentiation progresses. (B) Expression of *Mki67* in the Monocle3 RPE cluster was used to determine the location of proliferating cells to use as the beginning of the pseudotime trajectory. (C)(Pseudotime trajectory in the RPE cluster with point 1 designating the most progenitor like state and points 2 and 3 showing two trajectories of increasing pseudotime values coming from the progenitors. (D) Pseudotime density graph across all genotypes highlighting a modest shift in the *Rx > cre Myrf*^*fl/fl*^ towards a less differentiated state at P0.
(TIF)

S8 Fig Quantification of ERMN and *Upk3b* expression confirms decrease in *Rx > cre Myrf*^*fl/fl*^ mutants. (A) The density of ERMN immunostaining was compared to the density of EZR immunostaining using Image J in both *Myrf*^*fl/fl*^ controls (n = 3) and *Rx > cre Myrf*^*fl/fl*^ mutants (n = 3). Statistical analysis was performed using an unpaired T test. ** = p < 0.01, * = p < 0.05.
(TIF)

S9 Fig Loss of *Myrf* does not impact expression of early transcription factors in the RPE. VlnPlot analysis of *Pax6, Mitf,* and *Otx2* in the RPE cluster, shows comparable levels of expression between mutant and wild type across all time points.
(TIF)

S10 Fig Quantification of SOX10 positive cells in the RPE confirms loss of expression in the *Rx > cre Myrf*^*fl/fl*^ mutants. The total number of SOX10 positive cells were compared to the total DAPI cells in the RPE and graphed as a percentage of SOX10/DAPI. Statistically significant differences were seen between the *Myrf*^*fl/fl*^ (C), *Rx > cre Myrf*^*+/fl*^ (H), and *Rx > cre Myrf*^*fl/fl*^ (M) at all time points. One way ANOVA with Tukey multicomparison was used for statistical analysis. ** = p < 0.01, *** = p < 0.001, **** = p < 0.0001.
(TIF)

S11 Fig Differential Expression of Prioritized Ligand-receptor pairs. Ligand-receptor pairs from Differential Nichenetr analysis are prioritized based on log fold change (LFC) expression of the ligand in the RPE. Heat maps show expression of the ligand (left) and the receptor (right) within the RPE of the scRNAseq dataset.
(TIF)

S12 Fig Quantification of TGFB signaling pathway components. (A) The density of signal per area from *Wfikkn2* RNAscope was normalized to background staining in ImageJ. (B) The density of signal per area from TGFB2 immunostaining was normalized by comparing to the density of background staining in ImageJ. (C) The density of signal per area from *Id3* RNAscope was normalized by comparing to the density background staining in ImageJ. (D). The density of signal per are of pSMAD immunostaining in the RPE was compared to the density of background staining in ImageJ. (E) VlnPlot of *Bmp2* transcript expression in the RPE cluster of the P0 scRNAseq dataset showing a trend towards increased expression in the mutant. (F) RNAscope of *Bmp2* demonstrates elevated expression in the RPE of *Rx > cre Myrf*^*fl/fl*^ mutants (n = 5) compared to *Myrf*^*fl/fl*^ controls (n = 4). (G). The density of signal per are of *Bmp2* RNAscope in the RPE was compared to the density of background staining in ImageJ. Each point on the graphs represents an individual sample. Ordinary one-way ANOVA with Tukey multicomparisons was used to assess statistics in TGFB2 and *Id3* staining. The unpaired T test was used to assess statistics in *Wfikkn2, Bmp2,* and pSMAD staining. * = p < 0.05, *** = p < 0.001.
(TIF)

S13 Fig Expression on *MYRF* in human cornea, retina, and RPE. Expression data was assembled from the Eyeintegration website, provided by the National Eye Institute (eyeintegration.nei.nih.gov). A box plot display of the Pan-Human Gene Expression using the Gene 2019 dataset demonstrates exponentially higher levels (at least 4 log fold) of *MYRF* in the RPE compared to the cornea or retina.
(TIF)

S14 Fig FeaturePlot analysis of genes altered in reported models of loss of *Myrf.* FeaturePlot analysis of genes reported to be altered in other models of loss of *Myrf* are not altered in *Rx > cre Myrf*^*fl/fl*^ mutants.
(TIF)

S1 Table Genes associated with Gene Ontology (GO) Term enrichment analysis.

S2 Table SCENIC Regulon Activity in the RPE cluster. Each predicted regulon is followed by the number of genes it is predicted to regulate in parenthesis.
(XLSX)

S3 Table Genes predicted to be regulated by Sox10.

S4 Table Pseudobulk RNAseq analysis confirms *Sox10* specifically downregulated in RPE cluster.

S5 Table Antibody reagents and methods.

S1 Data Quantification of immunostaining and RNAscope staining. The first tab in this table shows the density quantifications and cell counts from immunostainings and RNAscopes throughout the paper. Additional tabs in the sheet show the statistical analysis used for each marker.
(XLSX)

S1 File Web resources.

# Supplementary material for: Myelin regulatory factor (MYRF) is a critical early regulator of retinal pigment epithelial development
**Source:** PLoS Genet. 2025 Apr 15;21(4):e1011670. doi: 10.1371/journal.pgen.1011670
**Supplement:** S1 File

**WEB RESOURCES**

Eye Integration: <https://eyeintegration.nei.nih.gov/>

UCSC Genome Browser: https://genomes.ucsc.edu

How the deposited data were processed for this re-analysis (not part of the article)

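Single cells of mouse eyes at e13.5 were measured in 2 libraries, 1 per genotype, each from 3 pooled samples (*Myrf* fl/fl and *Rx > cre Myrf* fl/fl). The authors made the libraries with the 10X Genomics platform and deposited UMI counts per gene and barcode from Cell Ranger on mm10, for called cells, with no normalization and before the study's own filters on cells. Whether intronic reads were counted is not stated in the paper's text. The deposited counts name genes by Ensembl identifier and symbol. Coordinates of genes were taken from the GENCODE annotation of GRCm38, the same assembly as mm10.

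Barcodes with under 200 genes or over 15% mitochondrial UMIs were left out, as in the paper's methods. Doublets were marked per library with Scrublet in scanpy 1.11.5 at an expected rate of 5% and its automatic thresholds. The paper's methods also give an upper limit of 2000 UMIs per cell, which would leave 1196 control and 1113 mutant cells, so it was run as an alternative only. Normalization, 2000 variable features, anchors, integration, 30 principal components and shared nearest neighbour clustering at resolution 0.8 were run in Seurat 5.3.0 under R 4.3.3. Genes set beforehand as results were left out of the variable features, but the lists of S and G2/M genes and of dissociation stress genes were not. The genes named by size were known only after clustering, so this rule did not cover them. Clusters were named X-like from lists of cell type markers fixed before the data were examined. The thresholds that a cluster had to pass to be named were set after the clusters had been seen, and the share of unnamed clusters in each library is given with the cluster counts.

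Counts were summed over the cells of a class in each library and compared as CPM of that class, in Python with scipy 1.17.1. A log2 ratio set mutant over control with 1 UMI added to each sum, with an exact conditional binomial interval. Gene lists were compared over genes with at least 10 UMIs in both libraries together, by the number lower and higher, the median, and its percentile among 10000 random lists drawn from the 100 genes nearest in expression to each member. These lists were those of the paper's text, S1 Table and S3 Table, and Seurat's S and G2/M genes. Lists of p53 targets, neural retina genes and dissociation stress genes were written for this work. To compare shares of cells across depths, cells were thinned to 3000 UMIs. The genes named were those the paper names from these data and, by a rule fixed before the data were examined, the 8 largest falls and 8 largest rises among other genes with at least 100 UMIs, without haemoglobin, mitochondrial, ribosomal protein and sex-linked genes.

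The depth was 63483835 UMIs in the control and 75228861 in the mutant library, with medians of 10083 and 10638 UMIs per barcode before filtering. With 1 library per genotype no test was made. The interval of each value covers counting error only, at a level of 95%, with Newcombe's interval for a difference between shares. For sums of UMIs and their ratios it leaves out the spread between cells of a class. The comparison of gene sums was tested on simulated counts of 6907 genes in the RPE-like cells with 200 of them changed. The interval covered the true ratio of 97.0% of changed and 95.4% of unchanged genes, the sign was right for 99.5% of changed genes, and the median error was 0.18 on the log2 scale. The simulated sums were Poisson draws, without the uneven spread of UMIs over cells that the data had. This coverage therefore checks the calculation and not how well the intervals hold for these data.

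The alternatives set before the data were examined were no doublet removal, upper limits of 2000 and 20000 UMIs per cell, a mitochondrial limit of 5%, all variable features, no integration, resolutions of 0.4 and 1.6, RPE-like cells by a rule per cell, retinal cells as the denominator, means of log values per cell, sums without mitochondrial, haemoglobin and ribosomal protein genes, cells of female and of male embryos apart, a minimum of 50 UMIs per gene in lists, and other depths of thinning. Clustering also without the pigment cell markers and the genes named by size was added after seeing the data. The clustering was made with a fixed setting of the numerical library, because another setting changed the number of RPE-like cells slightly. Gene ontology enrichment, regulon activity and ligand activity were not analysed here, and neither were the e15.5 and P0 samples. Some of the genes the paper names are not reported here.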

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

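The tests on the p53 genes without 5 cells, on extraocular muscle markers, on progenitor markers and on *Col11a1* and the interval of the difference in phases were chosen only after the results had been seen, and the rule for reading a set of markers that move both ways was also set then.

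The genes below were outside those the paper discusses and were higher in mutant than in control RPE-like cells at e13.5, with counting intervals above 0. They came from the 8 largest rises and from the list of p53 targets. Each comparison sets 1 library against another, and a difference between the libraries that acts in RPE-like cells alone cannot be excluded.

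*Wdfy1* had 14 and 96 UMIs in control and mutant RPE-like cells, a log2 ratio of 3.17 (2.44 to 4.18). A difference between the 2 libraries that touches every cell class was tested in all other kept cells, where *Wdfy1* rose by 2.65. This fits a difference in strain, handling or batch, and no biological explanation specific to the RPE was tested.

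Genes used in the cell cycle were among the largest rises: *Pclaf* (1.92), *Hmmr* (1.54), *Spc25* (1.52), *Top2a* (1.42), *Hist1h2ae* (1.39) and *Hist1h2ap* (1.35). Of 96 S and G2/M genes, 92 were higher in the mutant, with a median log2 ratio of 0.75. A difference between the libraries in every class is argued against by the median of 0.0068 for these genes in retinal progenitor-like cells, and in periocular mesenchyme-like cells 84 of 97 were lower, at a median of -0.14. They were also higher in red blood cell-like cells, 79 of 95 at a median of 0.57, and in extraocular muscle-like cells, 67 of 94 at a median of 0.17. Every named class not given here had a negative median. Progenitor cells or their RNA among the mutant RPE-like cells, as the whole cause, were tested with *Sfrp2*, *Six6*, *Six3*, *Hes5* and *Dapl1*. Their median was -0.18, so they did not rise as a set, which argues against this cause only weakly. *Sfrp2* stood at -0.71 (-0.89 to -0.54), while the intervals of *Six6* (-0.18) and *Six3* (-0.14) spanned 0. *Dapl1* stood at -1.07 (-2.17 to -0.21). The paper also lists *Dapl1* among mouse models with RPE defects, so its fall need not concern progenitor cells. *Dapl1* rose to 0.47 under an upper limit of 2000 UMIs. The progenitor markers moved both ways, as *Hes5* stood at 0.81 (0.20 to 1.43). In each library 1 cell held most *Hes5* UMIs, 73.8% in the control and 83.0% in the mutant. *Hes5* reversed under the rule per cell, a mitochondrial limit of 5% and as a mean of log values. A few such cells stay open. The lower depth of the mutant RPE-like cells as the whole cause is argued against by the share in S or G2/M after thinning, which was 14.5 percentage points higher in the mutant (2.30 to 27.0). The rise depended on how cells were chosen, with a list median of 0.032 under the rule per cell. A difference between the pools and an effect of the genotype on proliferation stay open.

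*Col11a1* had a log2 ratio of 1.36 (0.95 to 1.80), from 74 and 137 UMIs. A difference between the libraries in every class is argued against by 0.029 (-0.061 to 0.12) in all other kept cells. No other explanation of this rise was tested, and an effect of the genotype stays open.

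The list of p53 targets held 12 genes with at least 10 UMIs over both libraries, all higher in the mutant, with a median log2 ratio of 0.98. *Cdkn1a* rose most (3 and 114 UMIs, 5.32 (4.14 to 8.03)), and *Perp* (3.57), *Zmat3* (1.58), *Phlda3* (1.17), *Aen* (0.99), *Ccng1* (0.97), *Mdm2* (0.66) and *Bax* (0.42) also had intervals above 0, with *Mdm2* reversing to -0.38 with an upper limit of 2000 UMIs. One of these genes, *Sesn2*, is also listed in S1 Table among those lower in the mutant, and *Perp* is also a marker of surface ectoderm in the list that named the clusters. A difference in every cell class is argued against by the list's median of -0.016 in periocular mesenchyme-like cells, where *Cdkn1a* stood at -0.43, and an action of Cre alike throughout the *Rx* lineage by -0.10 in retinal progenitor-like cells. Its median was at percentile 100 of matched random lists in RPE-like cells. The list was also higher in white blood cell-like cells (8 of 11 genes, percentile 98.2). In red blood cell-like cells 8 of 8 genes were higher, at percentile 86.5, a rise that matched random lists did not set apart from other genes of that class. More female or male cells in one pool is argued against by the lower of the medians within each sex, 0.39. A stress response to dissociation stays open, since the members of the stress list moved both ways around a median of -0.029, so that it cannot be told apart from other causes by this list.

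For *Cdkn1a* itself, 5 cells held 65.8% of the mutant UMIs, which fits a few aberrant cells or doublets as a source of the size of its rise. Without them its log2 ratio was 3.87 (2.60 to 6.59), and the other p53 targets had a median of 0.55, with all 11 higher, which argues against those cells as the whole cause for the rest of the list. RNA from another class fits in so far as extraocular muscle-like cells of the mutant had a higher *Cdkn1a* level, 219 CPM. RNA of these cells is argued against by their abundant markers *Myf5*, *Myod1*, *Myog*, *Actc1* and *Ttn*, whose median in mutant RPE-like cells was 0% of the level that the needed share of 34.9% would bring. A p53 response of RPE cells to loss of MYRF is therefore a hypothesis only, not separated from a stress response or from a difference between the pools. Only the mutant library carried Cre, so an action of Cre in RPE cells alone also stays open.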

How the results depend on the processing

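The alternatives are those set before the data were examined, except clustering without pigment cell markers and named genes, which was chosen after seeing the data. Where a value below moved or changed sign, the cause was not tested, except that the limits on UMIs and mitochondrial share leave fewer cells. The RPE-like share was lower in the mutant under every alternative, *Myrf* was lower under every alternative, and the S1 Table genes lower in the mutant, the *Sox10* regulon and the IRD and AMD genes kept a negative median under every alternative run. No paired analysis was possible because each genotype had 1 pooled library and no test was made.

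With RPE-like cells by the rule per cell, the RPE-like share was 7.10% in the control and 4.06% in the mutant. The share in S or G2/M was 53.3% in the control and 58.8% in the mutant. List medians that moved in size were -0.38 for the S1 Table genes lower in the mutant, -0.17 for the early transcription factors, -0.30 for the BMP and TGFß genes, -0.72 for the *Sox10* regulon, 0.48 for the p53 targets and 0.032 for the S and G2/M genes. List medians that changed sign were -0.020 for the S1 Table genes higher in the mutant. Genes that changed sign were *Hes5* (-0.045), *Ptn* (-0.020), *Top2a* (-0.036) and *Hist1h2ap* (-0.033). In cells of female embryos, list medians that moved in size were -0.30 for the melanin genes, -0.62 for the IRD and AMD genes, -0.75 for the *Sox10* regulon, 1.34 for the p53 targets, 1.09 for the S and G2/M genes and -0.62 for the IRD and AMD genes of P0. *Myrf* stood at -1.19. Genes that changed sign were *Cst3* (-0.56), *Ctsd* (0.11), *Limch1* (0.074), *Lrp1* (0.11), *Lum* (-1.07), *Ptn* (-0.94), *Sema3b* (0.78) and *Tubb3* (2.59). In cells of male embryos, list medians that moved in size were 0.39 for the p53 targets, 0.96 for the S and G2/M genes and -0.30 for the dissociation stress genes. List medians that changed sign were -0.039 for the S1 Table genes higher in the mutant. With clustering without pigment cell markers and named genes, genes that changed sign were *Tubb3* (0.0036). As a difference of mean ln values, genes that changed sign were *Atoh7* (-0.14), *Cst3* (-0.36) and *Hes5* (-0.018). With a mitochondrial limit of 5%, the RPE-like share was 2.95% in the control, 2.02% in the mutant and -0.55 as a log2 ratio. The share in S or G2/M was 40.5% in the control and 55.6% in the mutant. List medians that moved in size were -0.18 for the S1 Table genes lower in the mutant, -0.074 for the melanin genes, -0.25 for the IRD and AMD genes, -0.22 for the *Sox10* regulon, 0.44 for the S and G2/M genes, -0.62 for the dissociation stress genes and -0.22 for the IRD and AMD genes of P0. List medians that changed sign were -0.025 for the S1 Table genes higher in the mutant. Genes that changed sign were *Ctsd* (0.066), *Gpc3* (0.18), *Hes5* (-0.073), *Limch1* (0.86), *Lrp1* (0.27), *Lum* (-0.24), *Otx2* (0.16), *Pgk1* (-0.025), *Pmel* (0.076), *Ptn* (-0.34), *Tgfb2* (-0.34) and *Tyrp1* (0.52).

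Without thinning, the share in S or G2/M was 38.0% in the control and 52.6% in the mutant. Among retinal cells only, the RPE-like share was 11.0% in the control and 6.38% in the mutant. With thinning to 1500 UMIs, the share in S or G2/M was 29.4% in the control and 46.1% in the mutant. With an upper limit of 2000 UMIs per cell, the RPE-like share was 7.44% in the control, 5.39% in the mutant and -0.47 as a log2 ratio. List medians that moved in size were -0.32 for the S1 Table genes lower in the mutant, -0.0016 for the melanin genes, -0.24 for the IRD and AMD genes, -0.48 for the *Sox10* regulon, 0.47 for the p53 targets, -0.85 for the neural retina genes and 0.39 for the S and G2/M genes. List medians that changed sign were 0.19 for the early transcription factors, 0.28 for the BMP and TGFß genes and 0.39 for the IRD and AMD genes of P0. Genes that changed sign were *Abhd2* (0.15), *Atoh7* (-1.46), *Cst3* (-0.99), *Ctsd* (0.39), *Dapl1* (0.47), *Dcn* (0.15), *Gsx2* (0.47), *Id2* (0.28), *Inpp5k* (0.15), *Limch1* (0.054), *Mdm2* (-0.38), *Rdh5* (0.47), *Slc24a5* (0.12) and *Stxbp2* (1.15). With an upper limit of 20000 UMIs per cell, list medians that moved in size were -0.64 for the melanin genes, -0.61 for the IRD and AMD genes, 1.45 for the p53 targets, -0.52 for the neural retina genes and 0.40 for the S and G2/M genes. List medians that changed sign were 0.067 for the BMP and TGFß genes. Genes that changed sign were *Enpp2* (-0.045), *Id1* (0.067) and *Tubb3* (0.11).

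Of the log2 ratios of single genes, those that moved beyond their interval without changing sign numbered 30 of 134 under the rule per cell, 50 of 124 under cells of female embryos, 23 of 128 under cells of male embryos, 49 of 128 under the mitochondrial limit of 5%, 2 of 134 under no doublet removal, 35 of 73 under the limit of 2000 UMIs and 19 of 133 under the limit of 20000 UMIs. No log2 ratio of a single gene moved or changed sign with all variable features, without integration, at either other resolution or in sums without mitochondrial, haemoglobin and ribosomal protein genes.

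The depth limits the results on RPE-like cells. Their median of 5618 UMIs in the control and 4056.5 in the mutant was lower than that of most other named classes, the thinned shares left out shallower cells, and genes with few UMIs such as *Upk3b* and *Smad9* could not be compared at this depth. Under the upper limit of 2000 UMIs, 89 control and 60 mutant RPE-like cells remained.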

Differences from the paper's values

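None of the values the paper states for these libraries differed from those here by more than 1.5 times in the main setting. The paper gives 6734 mutant cells at e13.5, and the counts held 6754 barcodes. The paper's RPE shares at e13.5 are 5% and 3%, against 4.44% and 2.41% here, over cells kept by the methods' limits on genes and mitochondrial UMIs with Scrublet in place of their upper limit of 2000 UMIs, under which the shares were 7.44% and 5.39%. The legend of Fig 2C gives shares of the total number of cells. The values under the mitochondrial limit of 5% in the control (2.95%), the upper limit of 2000 UMIs in the mutant (5.39%) and with retinal cells as the denominator lay over 1.5 times from the paper's.

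The paper reports higher expression of *Tgfb2*, *Bmp2*, *Smad1*, *Smad6*, *Smad9*, *Id1*, *Id2* and *Id3* in mutant RPE clusters, and its violin plots of *Tgfb2*, *Id3* and *Bmp2* are of P0. At e13.5, 5 of the 7 of these that could be compared were lower, with *Bmp2* at -1.49, *Id1* at -1.23, *Id2* at -0.70 and *Id3* at -0.46. The median rose above 0 with upper limits of 2000 UMIs (0.28) and 20000 UMIs (0.067), and *Id1* and *Id2* each rose above 0 under one of these limits.

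The paper places the reduction of *Tmem98* from e15.5 on, and here *Tmem98* was lower at e13.5, at -1.07 with a counting interval below 0. It reports *Myrf* transcripts in the RPE cluster only, and here *Myrf* UMIs were also present in periocular mesenchyme-like, pericyte-like and melanocyte-like cells at a lower level. It reports similar phases across genotypes, and here the S and G2/M genes had a median log2 ratio of 0.75 in RPE-like cells and the thinned share in S or G2/M was higher by 14.5 percentage points (2.30 to 27.0). Under the rule per cell the difference was 5.55 percentage points (-3.01 to 13.9), with a list median of 0.032. It reports no difference in *Pax6*, *Mitf*, *Gsx2* and *Otx2*, and here *Gsx2* (-1.04) had a counting interval below 0, with the sign reversing under an upper limit of 2000 UMIs. *Otx2* (-0.36) also had an interval below 0, reversing under a mitochondrial limit of 5%, and the paper lists *Otx2* elsewhere, under its terms, as lower in the mutant. It reports *Sox10* as not changed in melanocytes, and here the log2 ratio was -0.39 with a counting interval below 0. None of these comparisons had a replicate, so they set 1 library against another.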

Other observations

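The tests on *Tubb3*, on the 2 cells with most *Atoh7* UMIs and on *Bmp2* and the *Id* genes and the clustering without pigment cell markers and named genes were chosen only after the results had been seen, as was the rule for reading a set of markers that move both ways.

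Of the IRD and AMD genes that the paper reports as lower at P0, 7 had at least 10 UMIs at e13.5, all lower in mutant RPE-like cells, with a median log2 ratio of -0.85. *Slc16a8* stood at -2.60 (-3.39 to -2.01), *Cdh3* at -1.06, *Arhgef18* at -1.01, *Rdh5* at -0.85, *Col8a1* at -0.82, *Ctsd* at -0.46 and *Timp3* at -0.38, the last with an interval that spanned 0. *Ctsd* changed sign under a mitochondrial limit of 5%, an upper limit of 2000 UMIs and in cells of female embryos, and *Rdh5* under the limit of 2000 UMIs. No *Rgr* UMI was detected in RPE-like cells of either library. Together with *Unc119* and *Rlbp1* the list's median was -0.82, and under an upper limit of 2000 UMIs the median of the P0 genes changed sign.

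The *Sox10* regulon of S3 Table, whose activity the paper reports as lower at P0, had 31 of 44 genes with at least 10 UMIs at e13.5, of which 26 were lower in mutant RPE-like cells, with a median log2 ratio of -0.90. The regulon shares genes such as *Ermn*, *Tmem98*, *Rdh10* and *Col8a1* with the other lists. The melanin genes had a percentile of 0.240 among matched random lists.

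A lower RPE-like share in the mutant library was set against technical explanations. More tissue or blood from around the eye cup in the mutant pool is argued against by the share among retinal cells, 11.0% (9.73 to 12.4) in the control and 6.38% (5.43 to 7.44) in the mutant, a log2 ratio of -0.79, although red blood cell-like cells made up 3.85% of control and 7.73% of mutant cells. Removal of mutant RPE cells by the quality limits is argued against by the barcodes that passed the RPE rule per cell, of which 29 of 416 control and 13 of 269 mutant barcodes were removed, a difference of -2.14 percentage points. Mutant RPE cells placed in other clusters because marker genes fell is argued against by clustering without pigment cell markers and named genes, under which the log2 ratio of the share was -0.84. A wider change of mutant RPE cells that moves them to other clusters stays open. That the pools differed by chance or in dissection of the RPE itself stays open, as does a lower number of RPE cells in the mutant.

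*Bmp2*, *Id1*, *Id2* and *Id3* were lower in mutant RPE-like cells. A difference between the libraries that lowers the genes alike in every cell class is argued against by their median of 0.033 in retinal progenitor-like cells. There *Id1* stood at 0.061 (-0.018 to 0.14) and *Id3* at 0.0044 (-0.025 to 0.034), while *Bmp2* itself had few UMIs. In all other kept cells together *Id3* was lower, at -0.20 (-0.22 to -0.18), as was *Id1*, at -0.12 (-0.17 to -0.060), while *Bmp2* was higher, at 0.63 (0.34 to 0.93), and *Id2* stood at 0.012 (-0.041 to 0.066). Among the named classes other than RPE-like cells, the interval of *Id3* lay below 0 in neurogenic-like cells (-0.54), pericyte-like cells (-0.16), periocular mesenchyme-like cells (-0.15), retinal ganglion cell-like cells (-0.70), Schwann or neural crest-like cells (-0.15) and surface ectoderm, cornea or conjunctiva-like cells (-0.84), and above 0 in amacrine or horizontal-like cells (1.20), extraocular muscle-like cells (0.23) and red blood cell-like cells (0.84). That of *Id1* lay below 0 in amacrine or horizontal-like cells (-1.13) and neurogenic-like cells (-0.28), and above 0 in periocular mesenchyme-like cells (0.19) and red blood cell-like cells (1.21). *Id3* and *Id1* thus moved both ways outside the RPE-like cells. A difference between the pools that acts in some classes and an effect of the genotype both stay open.

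*Tubb3* was lower in mutant RPE-like cells. RNA of retinal ganglion cells in the control RPE-like cells fits, since *Stmn2*, *Gap43*, *Nefl*, *Sncg* and *Isl1* had a median log2 ratio of -2.50 in the same cells, and a single doublet fits as a part, since 1 cell held 58.2% of the control *Tubb3* UMIs. One mutant cell held 50.8% of the mutant *Tubb3* UMIs. Without the top control cell the log2 ratio was -0.043 (-0.53 to 0.42), and without the top cell of each library -1.01 (-1.66 to -0.44), so that 1 doublet need not be the whole cause. The difference may therefore come at least partly from cells that were not RPE, and no biological explanation was tested.

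*Atoh7* (238 and 535 UMIs, 1.64 (1.42 to 1.87)) and *Neurog2* (5 and 36 UMIs) were higher in mutant RPE-like cells, although *Atoh7* was lower with an upper limit of 2000 UMIs (-1.46) and as a mean of log values. A few doublets of an RPE cell and a neurogenic cell fit, since 2 cells held 93.3% of the mutant *Atoh7* UMIs. In the control, 1 cell held 53.4% of the *Atoh7* UMIs. Free RNA or doublets from neurogenic cells more widely could not be decided by *Hes6*, *Dll1*, *Dll3* and *Gadd45a*, whose median was 0.19 with members that moved both ways or had too few UMIs. However, *Atoh7* was found in 21.9% (16.9 to 27.6) of control and 10.5% (6.14 to 16.5) of mutant RPE-like cells. *Neurog2* was found in 5 and 3 cells, with 94.4% of its mutant UMIs in 1 cell. Within RPE-like cells these values argue against a wider source as the main part of the rise of both genes. Elsewhere *Atoh7* was higher in red blood cell-like (1.40 (1.17 to 1.64)), pericyte-like (0.98) and periocular mesenchyme-like cells (0.39). It was lower in endothelium-like (-0.74) and amacrine or horizontal-like cells (-1.11). *Neurog2* stood at 3.09 in red blood cell-like and -2.98 in endothelium-like cells. More free neurogenic RNA in some classes of the mutant library therefore stays open. After thinning, the *Atoh7* shares were 7.58% and 6.25%, with overlapping intervals. The list of neural retina genes, 7 of 10 lower, had a median log2 ratio of -0.19. The list of dissociation stress genes had 5 of 9 genes lower.

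Cells typed as female by *Xist* and the absence of Y-linked transcripts made up 63.2% of typed control cells and 46.9% of typed mutant cells. The difference was not alike in every class, as the log2 ratio of *Xist* was 0.026 in neurogenic-like and -1.38 in pericyte-like cells. The number of female embryos in each pool therefore cannot be told from these shares. Among RPE-like cells, 41 control and 15 mutant cells were typed as female and 65 and 45 as male.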
